# Single‐Cell Simultaneous Metabolome and Transcriptome Profiling Revealing Metabolite‐Gene Correlation Network

**DOI:** 10.1002/advs.202411276

**Published:** 2024-12-04

**Authors:** Xiying Mao, Dandan Xia, Miao Xu, Yan Gao, Le Tong, Chen Lu, Weiqi Li, Runmin Xie, Qinghuai Liu, Dechen Jiang, Songtao Yuan

**Keywords:** functional metabolomics, mass spectroscopy, multi‐omics, RNA sequencing, single‐cell

## Abstract

Metabolic studies at the single cell level can directly define the cellular phenotype closest to physiological or disease states. However, the current single cell metabolome (SCM) study using mass spectroscopy has difficulty giving a complete view of the metabolic activity in the cell, and the prediction of the metabolism‐phenotype relationship is limited by the potential inconsistency between transcriptomic and metabolic levels. Here, the single‐cell simultaneous metabolome and transcriptome profiling method (scMeT‐seq) is developed at one single cell, based on sub‐picoliter sampling from the cell for the initial metabolome profiling followed by single cell transcriptome sequencing. This design not only provides sufficient cytoplasm for SCM but also nicely keeps the cellular viability for the accurate transcriptomic analysis in the same cell. Integrative analysis of scMeT‐seq reveals both dynamical and cell state‐specific associations between metabolome and transcriptome in the macrophages with defined metabolic perturbations. Moreover, metabolite signatures are mapped to the single‐cell trajectory and gene correlation network of macrophage transition, which allows the unsupervised functional interpretation of metabolome. Thus, the established scMeT‐seq should lead to a new perspective in metabolic research by transforming metabolomics from a metabolite snapshot to a functional approach.

## 1 Introduction

Single‐cell omics technologies, such as single‐cell genome, epigenome, transcriptome, proteome, and metabolome, enable a deep depiction of the landscape of cellular molecular biological processes. They facilitate to describe the complete procedure of the “central dogma” and deconstructs the molecular interaction mechanism and targets from macromolecules (nucleic acids, proteins) to small molecules (metabolites), uncovering the nature of cellular heterogeneity. Moreover, single‐cell omics analysis has had a transformative impact on cell lineage tracing, tissue‐specific and cell‐specific atlas production, tumor immunology, and cancer genetics research. To achieve the comprehensive characterization of single cell, single cell multi‐omics analysis by combining different omics technologies is emerging that revolutionizes molecular cell biology research. Considering the huge heterogeneity of single cells, multi‐omics analysis needs to be conducted at one cell.^[^ ^1^ ^]^ However, due to limited sensitivity in single cell proteome and metabolome using mass spectroscopy, incompatible extraction buffers, and sample pretreatment protocols, it is extremely difficult to achieve multiple omics analysis in one cell. More recently, the breakthrough was achieved by precise sample‐splitting of single mouse oocyte cells in the nanoliter range to complete simultaneous deep transcriptome and proteome profiling in a single cell.^[^ ^2^ ^]^ Despite this achievement offers the feasibility in the co‐characterization of transcriptome and proteome in one cell, relatively large oocytes are used which restricts the further application for most mammalian cells.

Similarly, the coupling of metabolome and transcriptome from the same single‐cell individual is urgently demanded. Metabolome is the last omics layer that pools effects from epigenome, genome, and transcriptome, which directly defines the cellular phenotype closest to physiological or disease states. Thus, metabolic analysis provides meaningful insight into biology, which can often not be captured on other omics layers. Electrospray ionization MS (ESI‐MS), coupled with a capillary‐based technique to collect the raw cytoplasm from single cells, is leading the way for single cell metabolome (SCM).^[^ ^3^, ^4^ ^]^ However, the data bias caused by the effect on cell metabolism and viability during sample preparation cannot be ignored. Moreover, SCM only gives a snapshot of intermediates and products of cellular metabolism without the clue of metabolic flux and function, limiting the interpretation of metabolic mechanisms in biology.

To overcome the barrier of biological interpretation of metabolome, metabolic modeling by single‐cell RNA transcriptomics (scRNA‐seq) offers another approach for SCM. The use of prior knowledge from curated metabolic pathways enables the prediction of metabolism‐phenotype relationship.^[^ ^5^ ^]^ This information provides mechanistic insights into cellular metabolism that is hard to convey by measuring metabolite concentrations. Nevertheless, the transcriptome‐based SCM is limited by the potential inconsistency between transcriptomic level and metabolic level due to, for instance, posttranscriptional modification. In addition, the tradeoff between enzyme activity and metabolite concentration commonly exists in environment alterations, especially metabolic perturbation, to maintain homeostasis.^[^ ^6^ ^]^ Such circumstance leads to different relationships, even reverse correlation, between metabolic reaction and enzyme expression. Therefore, to closely recapitulate the metabolic state and function, the development of single cell metabolome and transcriptome omics from the same single‐cell individual is important for single cell study. Unfortunately, the incorporation of single cell metabolome (SCM) into multi‐omics analysis is more challenging because the metabolic processes are highly dynamic and need real‐time analysis.

In this study, we for the first time developed a single‐cell simultaneous metabolome and transcriptome profiling method (scMeT‐seq) to give a complete view of cellular activity. Different from the traditionally used micro‐capillary for single cell sampling, a nano‐capillary with an opening of 300 nm was inserted into a single living cell that could sort a tiny amount of cytoplasm immediately for the metabolic analysis. The process will keep most of the cytoplasm inside the cell, remaining its activity for the following transcriptome profiling. We validated the reliability, robustness, and biological interpretability of scMeT‐seq in vitro primary murine macrophages. It allows the identification of the undiscovered relationships between transcriptome and metabolome in cell state transition. Moreover, the establishment of a metabolite‐gene correlation network shows considerable potential to predict the biological function of metabolites, which leads to the discovery of novel biomarkers and therapeutic targets in biomedical research.

## 2 Results

### 2.1 The Design of scMeT‐Seq

Considering highly dynamic metabolic processes in a single living cell, single cell metabolome analysis must be performed first followed by single cell transcriptome profiling. Therefore, the key in the established scMeT‐seq is to perfectly balance the sorting amounts from one cell in metabolome and transcriptome analysis. That means, sufficient cellular cytoplasm for single cell metabolome should be guaranteed, but also the cytoplasm should be maximally retained for the following transcriptome analysis. This dilemma is solved in our study by using a capillary with a nanometer‐sized opening. The flow chart for scMeT‐seq is illustrated in **Figure** **1**A. Upon the position of a 300 nm opening nano‐capillary into the living model cell (primary mouse peritoneal macrophages), the punctured area is tiny as compared with the micrometer‐sized cell surface (Figure S1A, Supporting Information). The post‐operative cells preserved their viability as evidenced by cell morphology and division (Figure 1B, Figure S1B, Supporting Information), suggesting a minor interruption of cellular activity during this sampling process. Accordingly, the reservation of cellular state permits the following single cell transcriptome analysis with accuracy. Despite only sub‐picoliter cytoplasm is sorted, the mass spectroscopy with more than 1000 ion peaks was successfully obtained due to high ionization efficiency in nano‐opening. About 100 intracellular metabolites were identified among them, involving multiple metabolic pathways, such as glyoxylate and dicarboxylate metabolism, pyrimidine metabolism, citrate cycle, pyruvate metabolism, etc (Table S1, Supporting Information). The coverage of most metabolites exhibits the feasibility of single cell metabolome analysis using our established nano‐capillary based technique.

**Figure 1:**
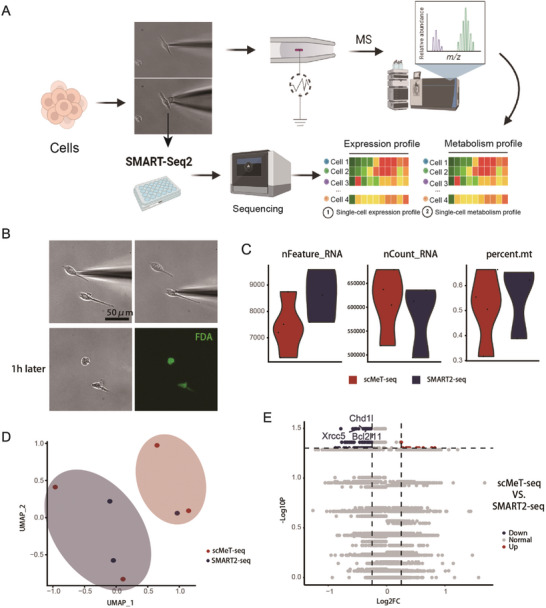
scMeT‐seq combines metabolome profiling by sub‐picoliter sampling with SMART‐seq2. A) Schematic diagram showing the procedure of scMeT‐seq in which a nano‐capillary with the opening of 300 nm was inserted into a single living cell to sort a tiny amount of cytoplasm for the metabolic analysis and the cell was immediately aspirated into a 9 µm opening capillary containing lysis buffer which was for the subsequent conventional SMART‐seq2 procedure. B) Representative images of the scMeT‐seq sampling procedure. One hour after sampling, the cell preserved viability as evidenced by cell morphology and FDA staining. Scale bar, 50 µm. C) Quality control of scMeT‐seq and the whole‐cell SMART‐seq2 applied on primary mouse macrophages based on the parameters that are listed above each panel. nFeature_RNA, number of detected genes; nCount_RNA, total count of all genes; percent.mt, percentage of counts from mitochondrial genes. D) UMAP visualization of the single‐cell transcriptome data from scMeT‐seq (n = 4) and the whole‐cell SMART‐seq2 (n = 3). E) Volcano plot of DEGs of single‐cell transcriptomic data between scMeT‐seq and whole‐cell SMART‐seq2.

Using nanocapillary‐based sampling, a small amount of cytoplasm in a small region was extracted for mass spectrometry analysis. Given the heterogeneous nature of the cytoplasmic solution, a “mother‐daughter cell model” was used to assess whether this heterogeneity affects experimental outcomes significantly. Following cell division, the two daughter cells of a single mother cell exhibit similar positioning and morphology (Figure S2A, Supporting Information). Theoretically, the cell states of these two daughter cells should be largely identical. In this experiment, each pair of daughter cells was sampled based on distinct positional criteria: the sampling location for the first daughter cell was set at the center of the cell (Group A), while the second daughter cell was sampled at the periphery of the cell (Group B). Both groups were subjected to metabolomic analysis. The results demonstrated substantial overlap between the two groups in the PCA plot (Figure S2B, Supporting Information). In addition, the metabolomic profiles of all six pairs of daughter cells were clustered on the same terminal branches in hierarchical clustering dendrogram analysis (Figure S2C, Supporting Information). Likewise, the heatmap distribution of these metabolites revealed no significant differences between groups, with each pair of daughter cells clustering together (Figure S2D, Supporting Information). These findings suggest that the variation introduced by sampling heterogeneity is less pronounced than the inherent variability within cells of the same type.

Immediately after the sorting from the target cell, another capillary with an opening size of 9 µm was filled with lysis buffer, approaching the cell with the control of a micromanipulator (Figure 1A). As shown in the video (Movie S1, Supporting Information), upon contact between the capillary and the cell surface, an air pump device is activated to apply negative pressure. 

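The comparison of techniques used 9 peritoneal macrophages of mice aged 6 months, each sequenced as a library of its own. 4 lactate-treated cells went through scMeT-seq, in which a capillary with an opening of 300 nm drew off cytoplasm for the metabolome before the rest of the cell was lysed. A further 3 lactate-treated cells and 2 control cells were lysed whole for SMART-seq2. Treated cells had received 10 mM lactate for 72 h, and the cDNA was amplified over 20 PCR cycles. The authors trimmed the reads, aligned them to mm10 with HISAT2 and counted them per gene with StringTie, and the deposited values are whole-number counts. The methods set a depth in reads per library, whereas the values given here use the counts assigned to genes. These added up to 637308, 519683, 604547 and 678618 in the scMeT-seq cells (named Lactic13, Lactic14, Lactic16 and Lactic17 in the deposit), to 494520, 612649 and 635694 in the lactate-treated whole cells (Lactic5, Lactic6 and Lactic7) and to 851417 and 560859 in the control whole cells. Counts were summed over the cells of a group and divided by the group's total to give CPM values, which add up to the same total in every group. The log2 ratio of the summed CPM was taken over genes with 10 counts or more over both groups, with an exact 95% binomial interval. Neither the labels nor the paper's text name the animal or culture of a cell, so each group is 1 sample, no test was run over cells and no difference has a replicate check. The intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Where a group had no count of a gene, 3 counts over the group were taken as the floor and the fold is a lower bound. Gene lists were fixed before the data were examined, and the median log2 ratio of a list is given with its percentile among 10000 random lists matched on mean expression, as a description of these libraries.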

In the presence of triton in the lysis buffer, the cells become softened and can be readily aspirated into the capillary, which was transferred to an EP tube for subsequent single‐cell transcriptomics analysis using the conventional SMART‐seq2 procedure. 

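The 4 scMeT-seq cells were rich in macrophage transcripts. Lyz2, which encodes lysozyme, took 42399 CPM of their summed counts (95% interval 42141 to 42658). Of 18 macrophage markers, 18, 18, 16 and 18 had a count in cells Lactic13, Lactic14, Lactic16 and Lactic17, and together they took 68745, 73408, 77336 and 75023 CPM. In the same order, 7198, 7508, 6250 and 8743 genes had at least 1 count, a mean of 7424.8 and a median of 7353 genes. The median total of the 4 cells was 620927.5 counts and the mean 610039 counts.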

An average of 7424 genes were identified at a sequencing depth of ≈0.6 million reads per cell. 

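The 13 protein-coding genes of the mitochondrial genome took 0.554, 0.505, 0.316 and 0.664% of the counts in the 4 scMeT-seq cells. Their share of the summed counts was 0.515% (exact binomial 95% interval 0.506 to 0.524%). Most of it came from mt-Co1, a subunit of cytochrome c oxidase, at 2990 CPM, followed by mt-Atp6 at 484 CPM and mt-Co2 at 448 CPM. Over all 30 scMeT-seq cells of the 3 experiments the share ran from 0.316 to 3.40%, with the highest values in the control cells CTL31 and CTL30 (3.31%) of the lactate experiment.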

The fraction of mitochondrial genes was less than 10% (Figure 1C, Figure S3A,B, Supporting Information). These results demonstrated comparable quality to that obtained with the stand‐alone SMART‐seq2. To rule out the potential influence of cytoplasmic extraction on the transcriptome, we compared the gene expression profile of scMeT‐seq with that generated by the whole‐cell SMART‐seq2. 

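Whole lactate-treated cells held counts for 7594, 9580 and 8616 genes, a mean of 8597, and the control whole cells for 10891 and 8860 genes. With each cell thinned to 494520 counts, the smallest total of the 9 cells, the means of the lactate-treated cells were 8442 genes in whole cells and 7296 genes after scMeT-seq. Mitochondrial genes took 0.622, 0.388 and 0.653% of the counts in the whole lactate-treated cells, a range that overlaps that of the scMeT-seq cells, and 0.551% of their summed counts (exact binomial 95% interval 0.540 to 0.562%). Among the mitochondrially encoded genes, mt-Co1 had a log2 ratio of -0.01 (95% interval -0.06 to 0.04) in scMeT-seq over whole cells. mt-Nd5, a subunit of complex I, was lower after scMeT-seq at -0.60 (-0.77 to -0.42), and mt-Cytb, a subunit of complex III, was higher at 1.09 (0.80 to 1.38). Of the 13 genes, 2 had an interval above 0, 6 below 0 and 5 around 0, and their median was -0.34, the 6.93th percentile of random lists. This median ran from -0.47 (without Lactic6) to -0.053 (without Lactic7) when 1 cell was left out. Macrophage markers reached 101094, 58915 and 68966 CPM in the whole lactate-treated cells.

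**Figure D1:**
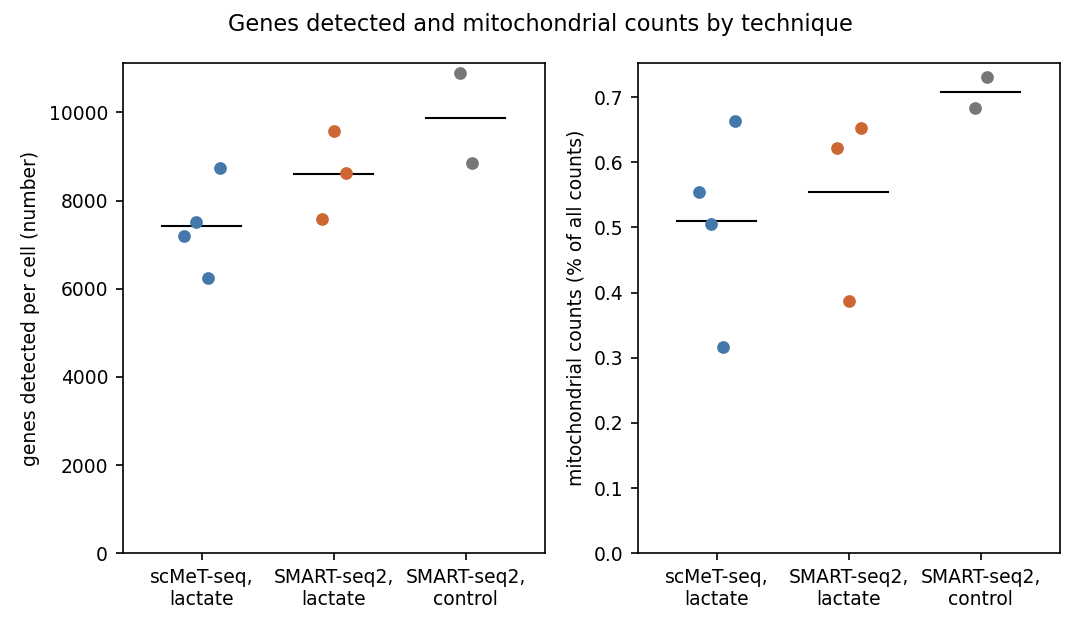
Genes with at least 1 count (left) and percent of counts from mitochondrially encoded genes (right) for each cell, by technique and treatment. Each point is 1 cell and the line is the mean of the group, 7424.8 genes for scMeT-seq and 8597 for whole lactate-treated cells.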

Using the same cell type and culture conditions, we found similar quality control parameters. 

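Most macrophage markers had a higher share of counts after scMeT-seq than in whole cells, but their sum did not, at 73613 against 74549 CPM, a log2 ratio of -0.02 (-0.03 to -0.01). Of the 18, 13 had an interval above 0, 4 below 0 and 1 around 0, with a median log2 ratio of 0.34 (95% interval 0.26 to 0.38, the 98.3th percentile of random lists). The complement gene C1qa stood at 1.07 (0.98 to 1.17) and the efferocytosis receptor Mertk at 1.01 (0.64 to 1.39), while Cybb, the catalytic subunit of the phagocyte NADPH oxidase, was lower at -0.34 (-0.38 to -0.31). Glycolysis and hypoxia genes were lower after scMeT-seq. The glycolysis median was -0.32 (-0.36 to -0.26, the 1.69th percentile), with 12 of 17 genes below 0 and 2 above, among them Pgam1 at -0.97 (-1.06 to -0.89) and Aldoc at -2.15 (-2.56 to -1.75). The hypoxia response, with 9 of 15 genes below 0 and 2 above, had a median of -0.81 (-1.02 to -0.43, the 0.46th percentile), with Ero1l, an oxidase of the endoplasmic reticulum, at -1.75 (-2.04 to -1.47) and the mitophagy gene Bnip3 at -1.84 (-2.71 to -1.03). Nuclear OXPHOS genes had a median of 0.22 (0.12 to 0.29, the 96.7th percentile), with 19 of 47 above 0 and 6 below. Xrcc5 and Bcl2l11, named in Figure 1E from these cells and so not independent evidence, had 0 counts after scMeT-seq. Xrcc5, a DNA repair gene on chromosome 1 of mm10 from 72307421 to 72394952, had 37.9 CPM in the 3 whole cells and was at least 30.8-fold lower. The proapoptotic gene Bcl2l11 (chromosome 2, 128126038 to 128162547) had 25.8 CPM there and was at least 21.0-fold lower. Among the genes with the largest differences, the cytokine Osm had 127 counts in 3 scMeT-seq cells and 0 in whole cells, at least 30.2-fold higher, and Dtx2 had 1 against 100 counts, a log2 ratio of -7.13 (-12.45 to -4.62). Across 9723 genes, which are not independent replicates, the Spearman correlation of CPM had a median of 0.586 between a scMeT-seq and a whole cell (12 pairs, the highest at 0.725), 0.548 between scMeT-seq cells (0.459 to 0.621, 6 pairs) and 0.594 between whole cells (0.538 to 0.706, 3 pairs). The median log2 ratio of all genes was 0.02 and 57.7% lay within 1 of 0. With the 2 control whole cells added, the macrophage median was -0.00 and the glycolysis median -0.21. Without cell Lactic14 the macrophage median was 0.16, without Lactic13 the glycolysis median was -0.20, without Lactic5 the OXPHOS median was 0.02, and without 1 cell the hypoxia median ran from -1.12 to -0.53. The paper set the profiles side by side to rule out an influence of drawing off cytoplasm on the transcriptome.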

Principal component (PC) and differentially expressed gene (DEG) analysis revealed indistinguishable expression profiles between the two techniques (Figure 1D,E, Data S1, Supporting Information). Furthermore, we benchmarked the DEGs of lactate‐treated macrophage from scMeT‐seq to that from bulk RNA‐seq. scMeT‐seq‐based upregulated genes were 50% overlapped with that from the data obtained from bulk samples (Figure S3C, Supporting Information). 

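The bulk samples were not analysed here and Data S5 was used only in part, so the share of overlapping genes was not computed. Its first 20 genes, all upregulated in the paper's bulk table, were looked up in the 8 lactate-treated and 8 control scMeT-seq cells of Figure 4. Their bulk values had been seen beforehand. The paper's text cites Data S5 for glycerophosphoinositol, phosphorylcholine and taurine given after lactate, and does not name the bulk contrast of these 20 genes. In the scMeT-seq cells 9 of the 20 were higher with lactate, 4 were lower and 3 had an interval around 0. The other 4 (B2m, Cxcl10, Fgl2 and Fpr2) were listed at 0 in every cell. Acsl1, which activates long-chain fatty acids, had 418 against 66.6 CPM, a log2 ratio of 2.65 (95% interval 2.43 to 2.88). Acod1, which makes itaconate, stood at 1.32 (1.19 to 1.45), the C-type lectin Clec4e at 2.02 (1.91 to 2.13), the complement factor Cfb at 1.06 (0.99 to 1.14) and the interferon-inducible Gbp2 at 2.07 (1.49 to 2.69). Lower with lactate were the Fc receptor Fcgr1 at -2.59 (-3.57 to -1.74), the chemokine Ccl5 at -2.05 (-3.38 to -0.90), Bst2 at -1.01 (-1.20 to -0.82) and Fcgr4 at -0.52 (-1.04 to -0.01). Control cell CTL35 held all control counts of Gbp2 and most of those of the chemokine Cxcl2, whose ratio was 1.08 with that cell and 3.15 without it. Without Lactic29 the ratio of Ccl5 was -4.84 and that of Fcgr4 -1.06, without CTL33 that of Fcgr4 was -0.15, without CTL28 that of Fcgr1 was -1.54, and without CTL34 that of Acod1 was 2.07.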

Taken together, these results constitute the methodological foundation of scMeT‐seq for the simultaneous single‐cell profiling of metabolome and transcriptome.

### 2.2 Single‐Cell Consistency Between Transcriptome and Metabolome

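The AZD3965 experiment comprised 5 macrophages treated with 10 mM lactate and 300 nM AZD3965 (lactate+AZD) and 5 treated with lactate alone, all for 72 h and all processed by scMeT-seq. AZD3965 blocks MCT1, a transporter that carries lactate across the plasma membrane. The cell names start with T, W or F, and each letter occurs in both groups. The authors deposited whole-number counts under 35624 gene symbols, made with the aligner and counter used for the technique comparison. Totals ran from 58444 to 149792 counts in lactate+AZD cells (median 141209) and from 90523 to 175450 in lactate cells (median 159161), and the summed counts were 581234 and 720696. In this table the count 2 occurs 6215 times and the count 1 occurs 1914 times, a pattern that neither the intervals nor the floor allow for, so both hold only if each count is 1 read. At this depth the floor of 3 counts over a group is 5.16 CPM in lactate+AZD and 4.16 CPM in lactate cells. The log2 ratio was taken for 8764 genes, whose median was 0.17, and scaling by the TMM factors of edgeR moves every ratio by -0.16, so values near 0.17 stand at the middle of all genes. Markers of other cell types differed between the groups. Cell W14 (lactate+AZD) held 18421 CPM of fibroblast markers beside 29687 CPM of macrophage markers, with 7503 CPM of Sparc and 4349 CPM of Col1a2. The fibroblast markers had a median log2 ratio of 2.58 (95% interval 2.30 to 3.08), with 10 of 14 above 0 and 2 below, and of -1.03 without W14. Lactate cell W5 held 7052 CPM of fibroblast markers, 6.38% of its macrophage markers, and stays in every value given without W14. Of the macrophage markers, 11 of 18 were lower with AZD3965 and 2 higher, with a median of -0.22, and of 0.07 without W14.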

To assess the sensitivity of scMeT‐seq to capture cellular metabolic dynamics, primary macrophages were treated with lactate and the MCT1 inhibitor AZD3965, respectively. Lactate serves as a primary carbon fuel source and exerts a complicated effect on metabolic pathways.^[^ ^7^ ^]^ AZD3965 inhibits the export of lactate, thereby contributing to the passive intracellular accumulation of lactate.^[^ ^8^ ^]^ Therefore, these two treatments have distinct effects on both intracellular metabolism and macrophage polarization. Based on the different treatments on macrophages, the relationships between transcriptomic and metabolomic dynamics were investigated using the established scMeT‐seq method. In detail, gene set variation analysis (GSVA) was applied to the transcriptomic data of scMeT‐seq to predict the metabolic pathways of single cells. Correlation analysis was then performed to examine the cell‐wise covariations between the GSVA scoring of metabolic pathways and the concentration of metabolites. We focused on the pathways related to glucose metabolism in the lactate‐treated group and found a consistent pattern of change in the transcriptome and metabolome. The predicted glycolytic activity was positively correlated with L‐lactic acid, pyruvic acid, and glucose‐6‐phosphate (**Figure** **2**A). Meanwhile, the TCA cycle pathway was positively correlated with citric acid and nucleotides (CTP, CMP) (Figure 2B).

**Figure 2:**
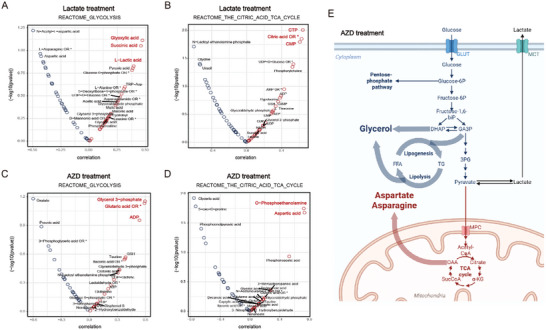
Correlation analysis between transcriptomics‐assisted scoring of metabolic pathways and metabolites. A) Volcano plots of Spearman correlation coefficient between GSVA scoring of REACTOME GLYCOLYSIS pathway and the metabolites in scMeT‐seq data of lactate‐treated primary macrophages. B) Volcano plots of Spearman correlation coefficient between GSVA scoring of REACTOME_THE_CITRIC_ACID_TCA_CYCLE_AND_RESPIRATORY_ELECTRON_TRANSPORT pathway and detected metabolites in scMeT‐seq data of lactate‐treated primary macrophages. C) Volcano plots of Spearman correlation coefficient between GSVA scoring of REACTOME GLYCOLYSIS pathway and detected metabolites in scMeT‐seq data of AZD3965‐treated primary macrophages. D) Volcano plots of Spearman correlation coefficient between GSVA scoring of REACTOME_THE_CITRIC_ACID_TCA_CYCLE_AND_RESPIRATORY_ELECTRON_TRANSPORT pathway and detected metabolites in scMeT‐seq data of AZD3965‐treated primary macrophages. E) Schematic representation of the shift of metabolic flux from glycose catabolic pathway to biomass synthesis, such as lipid deposition and aspartate synthesis, in the treatment of AZD3965.

However, the consistency between transcriptome and metabolome in glucose metabolism was diminished in AZD3965‐treated group. Glycolytic intermediates, such as phosphoenolpyruvic acid, pyruvic acid, and phosphoglyceric acid, were negatively correlated with the predicted pathways (Figure 2C,D). Otherwise, glycerol 3‐phosphate and glutaric acid were positively correlated with the expression of the glycolytic gene set, while aspartic acid and O‐phosphoethanolamine were accumulated along with predicted TCA pathway activity (Figure 2C,D). The inconsistency may be due to the metabolic stress caused by passive lactate accumulation in AZD3965 treatment,^[^ ^9^ ^]^ in which the metabolic flux was shifted from the glucose catabolic pathway to biomass synthesis, such as lipid deposition and aspartate synthesis (Figure 2E).^[^ ^10^, ^11^, ^12^, ^13^ ^]^ Therefore, in the case of metabolic imbalance, the inconsistency between transcriptome and metabolome may lead to a breakdown of the analytical premise that the transcripts can predict metabolite quantities, which highlights the importance of multi‐omics metabolic profiling.

### 2.3 Unraveling Hysteretic and Stepwise Changes of Metabolome During Transcriptomic Transition

Intergroup comparison in transcriptome by scMeT‐seq after AZD3965 treatment showed that genes related to nucleotide biosynthesis (*Prps2*, *Armc8*) and lipid metabolism (*Hilpda*, *Acadsb*, *Spin1*) were upregulated (**Figure** **3**A, Data S1, Supporting Information). However, no evidence of corresponding metabolites was observed in the intergroup comparison of the metabolome (Figure 3B). 

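Each of the 5 named genes had a count in all 5 lactate+AZD cells and in 1 to 3 of the lactate cells. Prps2, which makes the ribose phosphate donor of nucleotide synthesis and lies on chromosome X of mm10 from 167346322 to 167382749, had 55.1 CPM with AZD3965 and 2.78 CPM with lactate alone, a log2 ratio of 4.31 (95% interval 2.34 to 7.42) from 32 and 2 counts. Armc8 (chromosome 9, 99478372 to 99568899) had 48.2 against 5.55 CPM, a ratio of 3.12 (1.60 to 5.09) from 28 and 4 counts. The ratio of Hilpda, a lipid droplet protein (chromosome 6, 29272488 to 29275446), was 2.36 (1.50 to 3.32), with 99.8 against 19.4 CPM. Acadsb, an acyl-CoA dehydrogenase (chromosome 7, 131410601 to 131448944), stood at 2.31 (1.38 to 3.36), with 82.6 against 16.7 CPM. Spin1, a reader of histone methylation (chromosome 13, 51100880 to 51152546), had 89.5 against 12.5 CPM and a ratio of 2.84 (1.81 to 4.05). The study chose these genes on these cells, so they are not independent evidence of a direction. Of the 22 measured genes of the nucleotide synthesis list, 7 were higher with AZD3965, 3 were lower and 12 had an interval around 0, and the median was 0.49 (0.07 to 0.76, the 79.8th percentile of random lists). Cad, which starts pyrimidine synthesis, had 14 counts against 0 and was at least 5.79-fold higher, and Impdh1, an enzyme of guanine nucleotide synthesis, was lower at -1.76 (-2.92 to -0.74), with its lactate+AZD counts in T10 alone. Genes of fatty acid synthesis and lipid storage had a median of -0.03 (-0.14 to 0.38), with 5 of 14 higher and 2 lower, and of 0.17 without W14. The largest ratios among widely detected genes were those of Dip2b, at 5.40 (2.82 to 10.7) from 34 and 1 counts, and of the phosphatase gene Dusp1, at 5.20 (3.94 to 6.84). Both lactate counts of Prps2 came from cell T13, without W20 the ratio of Acadsb was 3.53, and without W14 the nucleotide median was 0.12.

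**Figure D2:**
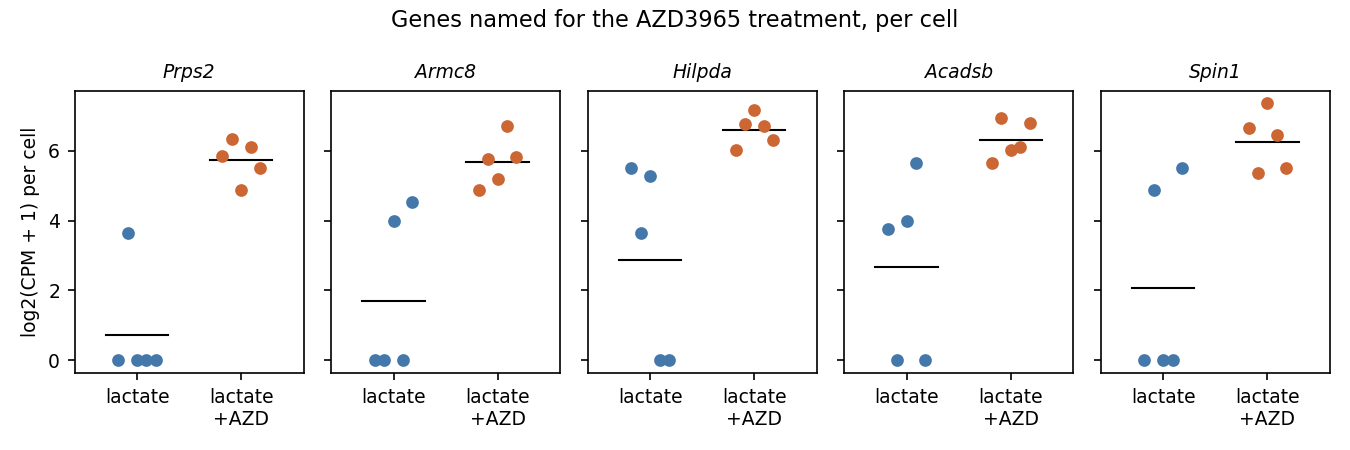
Log2(CPM + 1) of Prps2, Armc8, Hilpda, Acadsb and Spin1 in each cell treated with lactate (5 cells) or with lactate and AZD3965 (5 cells). Each point is 1 cell and the line is the mean of the group, and Prps2 lies at 0 in 4 of the 5 lactate cells.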

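Glycolysis genes showed no common direction between lactate+AZD and lactate cells. Of the 16 measured, 3 were higher with AZD3965, 4 were lower and 9 had an interval around 0, with a median log2 ratio of -0.01 (95% interval -0.14 to 0.20), the 32.2th percentile of random lists. Pyruvate kinase Pkm was lower, with 1844 against 2471 CPM and a ratio of -0.42 (-0.53 to -0.31), as was phosphoglycerate kinase Pgk1 at -0.61 (-0.99 to -0.23). Phosphofructokinase Pfkp was higher at 1.66 (0.95 to 2.40), and lactate dehydrogenase Ldha at 0.28 (0.15 to 0.40). The summed CPM of the list was 8996 with AZD3965 and 9574 with lactate alone. TCA cycle genes had a median of 0.23 (0.09 to 0.46, the 68.7th percentile), with 7 of 20 higher and 1 lower. Ogdh, of the oxoglutarate dehydrogenase complex, was higher at 1.41 (0.94 to 1.89), and Sdhb, of succinate dehydrogenase, lower at -0.57 (-0.98 to -0.16). Nuclear OXPHOS genes had a median of -0.04 (-0.09 to 0.11), with 9 of 48 higher, 7 lower and 32 around 0. Scaled by TMM, which moves every gene alike, the glycolysis median was -0.18 and the TCA cycle median 0.07, and Ldha lay at 0.11. Without 1 cell the glycolysis median ran from -0.10 to 0.14, the TCA cycle median from 0.046 (without T10) to 0.48 (without T11) and the OXPHOS median from -0.11 (without W14) to 0.19 (without W10).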

In the differential metabolite analysis, glycolytic intermediate glucose‐6‐phosphate was downregulated in AZD3965 treatment, but glycolysis‐related genes did not show significant change (Figure 3B,C, Figure S4A,B, Supporting Information). For this inconsistency shown in the between‐group comparisons, we hypothesized that it could be attributed to the heterogeneity of metabolome and transcriptome. The heterogeneity of the transcriptome has currently been interpreted with the development of single‐cell transcriptomic sequencing, but the metabolomic heterogeneity and its correlations with the single‐cell transcriptome remain elusive.

**Figure 3:**
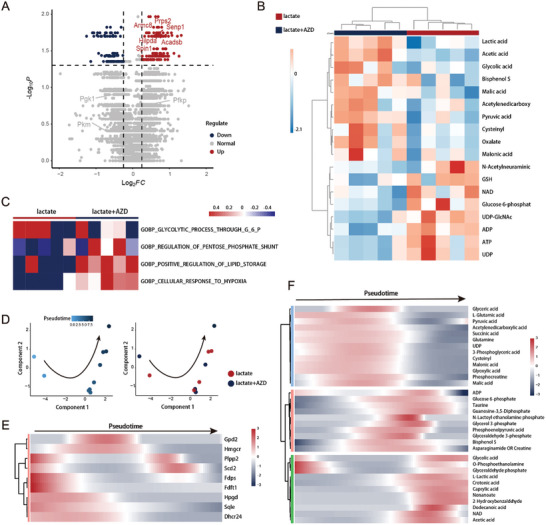
Single‐cell dynamics of transcriptomics and metabolomics in the treatment of AZD3965. A) Volcano plots showing *Prps2*, *Armc8*, *Hilpda*, *Acadsb*, and *Spin1* among the significantly upregulated genes in AZD3965 treatment. Red and blue dots represent genes with a significant difference. B) Heatmap of differential single‐cell metabolites in AZD3965 treatment (lactate+AZD) and control (lactate). C) Heatmap showing GSVA enrichment scores for respective GO biological processes in each cell with (lactate+AZD) or without AZD3965 treatment (lactate). D) Pseudotime trajectory based on the transcriptomic data of scMeT‐seq showing the distribution of single macrophages in the treatment of AZD3965. Pseudotime and different treatments are shown in different colors, respectively. E) Heatmap showing the expression of lipid metabolism‐associated genes along the pseudotime shown in Figure 3D. F) Heatmap showing the differential metabolites along the pseudotime shown in Figure 3D.

To further dissect the multi‐omics heterogeneity during the cell state transition, cells from both groups were incorporated and subjected to single‐cell pseudotime analysis. Pseudotime trajectory was constructed based on the multi‐omics status of single cells (Figure 3D, Figure S5, Supporting Information). At the transcriptome level, genes functioning in lipid biosynthesis were expressed from the start of pseudotime (Figure 3E). 

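The 9 lipid genes of Figure 3E were detected in few cells, and their difference between the treatments rested on single cells. Their median log2 ratio in lactate+AZD over lactate cells was 0.70 (95% interval 0.31 to 1.19), with 3 genes higher, 1 lower and 5 around 0, and without cell W14, which carried fibroblast markers, it was -1.36 (-2.23 to -0.29), with Hpgd, Sqle and Fdft1 then at the floor in lactate+AZD cells. Gpd2, the mitochondrial glycerol 3-phosphate dehydrogenase, had 37 counts, all of them in cell W10, and 4 in lactate cell F18, a ratio of 3.52 (2.04 to 5.47). The desaturase gene Scd2 stood at 1.31 (0.40 to 2.28) with counts in 3 lactate+AZD cells and in 1 lactate cell, T13, and at 0.52 without W14. The study picked these genes on these cells, so they are not independent evidence. Of 22 measured genes of sterol synthesis, 4 were higher, 6 lower and 12 around 0, with a median of 0.22 (-0.21 to 0.40, the 51.7th percentile of random lists), and mevalonate kinase Mvk stood at 3.40 (1.32 to 6.56). Without W14 the sterol median was -0.92 (-1.26 to -0.55, the 0.05th percentile), with 11 genes lower and 0 higher. Pseudotime was not recomputed, and the values compare the treatments rather than positions along it. Together with the metabolites of Figure 3F, the paper reasons that the expression of enzyme genes sets the direction of metabolomic change and that the metabolome follows with a lag.

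**Figure D3:**
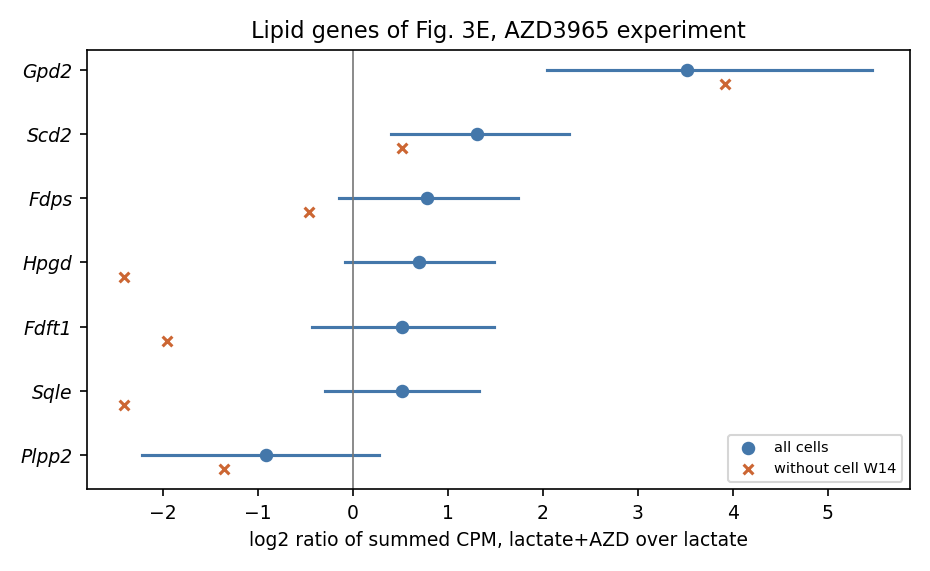
Log2 ratio of summed CPM in lactate+AZD (5 cells) over lactate cells (5 cells) for 7 of the 9 lipid genes of Figure 3E. Circles with 95% counting intervals use all cells and crosses leave out cell W14, where Hpgd, Sqle and Fdft1 rest on the floor of 3 counts.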

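Inflammatory and apoptosis genes went both ways between lactate+AZD and lactate cells. Of 12 measured genes of the inflammatory (M1-like) list, 5 were higher with AZD3965, 4 lower and 3 around 0, and the median log2 ratio was -0.17 (95% interval -0.59 to 0.29), the 14.4th percentile of random lists. The cytokine Tnf had 17 counts in the 3 cells T10, F8 and F9 and 0 in lactate cells, at least 7.03-fold higher. Chemokines were high in single cells, with Cxcl1 at 4.01 (2.01 to 7.13), or 0.71 without W14, and Ccl4 at 3.80 (2.35 to 5.74), or -0.26 without W10. The acute-phase gene Saa3 was lower, with 1499 against 3430 CPM and a ratio of -1.19 (-1.31 to -1.08), or -0.46 without lactate cell F18. The scavenger receptor Marco had 0 counts against 81, at least 21.8-fold lower, with 94.6% of its CPM in F18. Summed over the list, inflammatory genes took 2001 CPM with AZD3965 and 3982 CPM with lactate alone. The apoptosis list had 2 of 11 genes higher, 3 lower and 6 around 0, with a median of 0.53 (-0.39 to 0.62, the 80.5th percentile). Cdkn1a, a p53 target that halts the cell cycle, was higher at 0.98 (0.64 to 1.33), or 1.97 without W20, and the p53 target Bbc3 was lower at -1.43 (-2.69 to -0.32), or 0.79 without W20. Without 1 cell the inflammatory median ran from -0.54 (without T10) to 0.17 (without T13) and the apoptosis median from -0.11 (without W10) to 0.63, and without W14 the latter was 0.17. The mean of the inflammatory members was 0.24 and that of the apoptosis members -0.11, each on the other side of 0 from the median.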

Subsequently, the anti‐cancer function of AZD3965 was manifested along with the upregulation of inflammatory signaling pathways and apoptotic process at the end of pseudotime (Figure S5, Supporting Information). However, the changes at the metabolomic level appeared to be more complicated. The level of TCA cycle intermediates was downregulated along the pseudotime of AZD3965 treatment. The glycolytic intermediates exhibited transient upregulation, among which glycerol 3‐phosphate serves as the shunt in the regulation of glucose metabolism and lipogenesis. At the endpoint of pseudotime, lipid synthesis‐related intermediates began to accumulate and eventually achieved consistency with transcriptomic change (Figure 3F). The above results indicate that the expression of enzyme‐encoding genes determines the direction of metabolomic changes and leads to the establishment of metabolomic homeostasis in a lagging and progressive manner. Our established scMeT‐seq delineates for the first time the asynchronous biology of metabolomic dynamics in the response to transcriptomic transition.

### 2.4 Deciphering Cell State‐Resolved Metabolomics

The transition of cell state is generally not unidirectional even within the same treatment assay. Metabolomic changes accompanying the multidirectional cell state transition can currently only be inferred by transcriptome‐based single‐cell metabolic analysis, whereas transcriptomic change of corresponding metabolic enzymes is often insensitive and deviates from the real metabolic flux. The direct analysis of metabolomics, on the other hand, is limited by its cell identity‐ or cell state‐resolving power. 

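The lactate experiment comprised 8 macrophages treated with 10 mM lactate for 72 h and 8 control cells, all processed by scMeT-seq as in the technique comparison. Totals ran from 289002 to 459859 counts in lactate-treated cells (median 382690) and from 269393 to 449735 in control cells (median 362671.5), with 5010 to 10104 and 3392 to 9590 genes detected. Summed counts were 3039928 and 2942269, so the floor of 3 counts is 0.987 and 1.02 CPM. Ratios were computed for 11506 genes, whose median was -0.09. Cells are named as in the deposit, Lactic27 to Lactic34 and CTL27 to CTL35, without a CTL29.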

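Of the control cells, 3 were unlike the other cells. The median Spearman correlation of a cell's CPM with the 15 other cells, across genes, was 0.453 for CTL27, 0.449 for CTL30 and 0.414 for CTL32, from 0.539 to 0.647 for the other control cells and from 0.488 to 0.628 for lactate-treated cells. The median over pairs was 0.470 between control cells, 0.604 between lactate-treated cells and 0.547 between the groups. On PC 1, which held 21.8% of the variance of the 2000 most variable genes, control cells ran from -100.5 (CTL27) to 114.7 (CTL32) and lactate-treated cells from -56.9 to 90.2 (Lactic29), and 4 of the 8 control cells lay within the lactate range. With all genes, or with the 2000 genes scaled to unit variance, 6 control cells lay within the lactate range. PC 2 held 13.3%. Genes with high weights on PC 1 included Slit3 and the matrix genes Col1a2, Fbln2 and Col1a1. The ends of PC 1 also differ in genes detected, 3392 in CTL27, the fewest of the 16 cells, and 9014, 8365 and 10104 in CTL32, CTL30 and Lactic29. Macrophage markers had a median log2 ratio of -0.03 (95% interval -0.07 to 0.04) in lactate over control cells and of -0.22 without CTL32, with 11 of 18 then lower and 5 higher, and Lyz2 had 45187 against 40254 CPM. Control cell CTL32 held 48824 CPM of fibroblast markers, with 24180 CPM of the collagen gene Col1a1 and 1049 CPM of Lyz2, beside 1240 CPM of macrophage markers. Fibroblast markers also reached 10254 CPM in CTL30 and 7897 CPM in Lactic29, and their median ratio was -2.55 (-2.86 to -2.37), with 16 of 17 lower and 1 higher with lactate. Without CTL32 it was -0.53 and without CTL30, CTL32 and Lactic29 it was -0.68. Interleukin 1 genes were higher with lactate. Il1b had 289 against 24.1 CPM, a ratio of 3.58 (3.24 to 3.95), and Il1a had 125 counts in 7 cells against 0, at least 40.3-fold higher. The widely detected gene with the largest ratio was Ankrd13a at 3.63 (2.79 to 4.62). Lower were the smooth muscle actin gene Actg2, with 0 against 192 counts and at least 66.1-fold lower, and osteopontin Spp1 at -2.71 (-2.82 to -2.60).

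**Figure D4:**
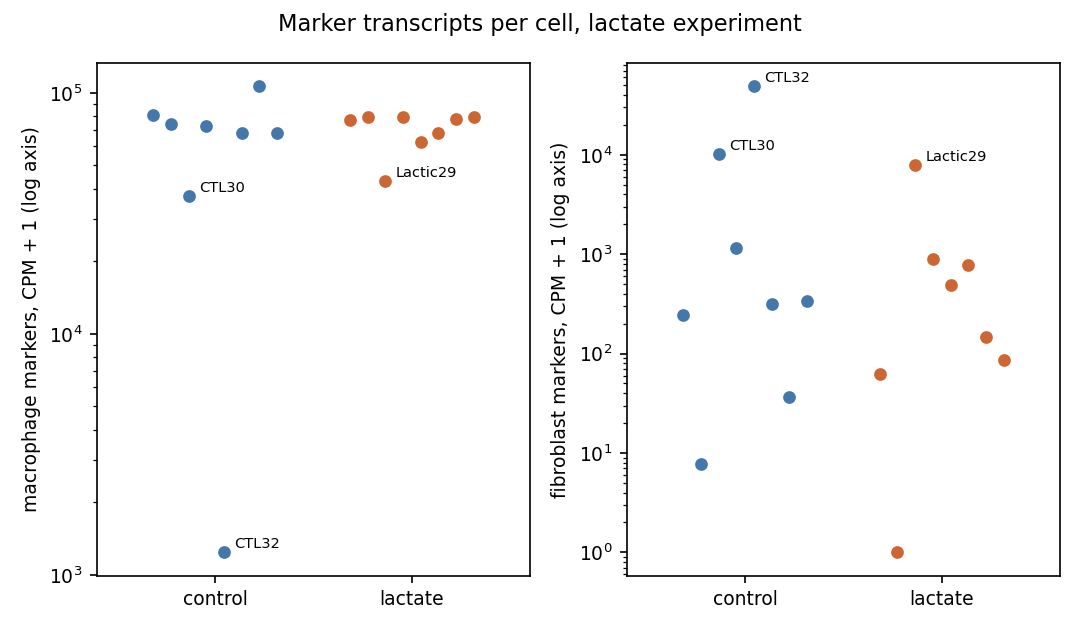
Summed CPM of 18 macrophage markers (left) and of the fibroblast markers (right) in each control and lactate-treated cell, with 1 CPM added, on log axes. Each point is 1 cell, and CTL32 lies at 1240 CPM of macrophage and 48824 CPM of fibroblast markers.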

Using scMeT‐seq for the analysis of the lactate‐treated primary macrophage, the lactate‐treated cells were observed to show two heterogeneous cell states that eventually converged into a new state along pseudotime (**Figure** **4**A,B).

**Figure 4:**
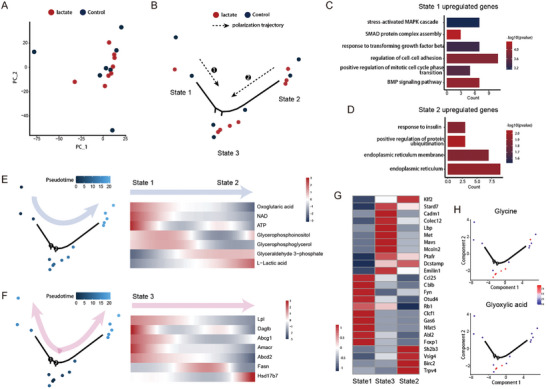
Deciphering macrophage cell state‐resolved metabolomics with lactate treatment. A) PCA visualization of lactate‐treated (n = 8) and control (n = 7) primary macrophages, colored by different treatments. B) Pseudotime trajectory based on the transcriptomic data of scMeT‐seq showing the distribution of single macrophages in the treatment of lactate. Different treatments are shown in different colors. C) GO enrichment of upregulated genes in State 1 shown in Data S2 (Supporting Information). D) GO enrichment of upregulated genes in State 2 shown in Data S2 (Supporting Information). E) Heatmap showing the characteristic metabolites along the indicated pseudotime shown in the left panel. F) Heatmap showing the expression of lipid metabolism‐associated genes along the indicated pseudotime shown in the left panel. G) Heatmap showing the expression of immune activity‐associated genes among the three states. H) The normalized intensities of glycine and glyoxylic acid on the pseudotime trajectory shown in Figure 4B.

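Genes that Data S2 lists for the 3 states were expressed over a wide range in both groups. Data S2 gives 176 genes for State 1, 42 for State 2 and 82 for State 3, and the mean of log2(CPM + 1) over each list was taken in each cell. State 1 genes were highest in CTL30 (7.00), Lactic29 (6.47) and CTL32 (5.49), the 3 cells with fibroblast markers, and lowest in CTL27 (0.16). Genes detected also differed, at 8365, 10104 and 9014 in CTL30, Lactic29 and CTL32 and 3392 in CTL27. CTL33, with 9590 genes, had a State 1 mean of 4.46. The parts of gene detection and of fibroblast markers in these means were not separated. State 2 genes were highest in CTL27 (5.88) and lowest in CTL30 (1.01). State 3 genes were highest in Lactic33 (5.08), CTL33 (4.97), Lactic28 (4.93) and CTL28 (4.91). The group means were 3.88 in lactate-treated and 3.96 in control cells for State 1, 2.84 and 2.82 for State 2 and 3.32 and 2.63 for State 3. The lists were chosen by the study on these cells, which makes them no independent evidence, and the paper's text does not name the cells of a state.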

The molecular difference between the two putative polarization trajectories was further explored (Data S2, Supporting Information). Genes related to TGFβ and BMP pathway were enriched in one of the cell trajectories, which were accompanied by the increased levels of oxoglutaric acid, NAD, and ATP (Figure 4C,E). 

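TGFβ and BMP genes varied widely between cells. The mean of log2(CPM + 1) over 21 genes of the pathway ran from 2.89 to 6.55 in lactate-treated cells, highest in Lactic29, and from 1.18 to 5.94 in control cells, highest in CTL30, both of them cells with fibroblast markers. Lactic29 and CTL30 had 10104 and 8365 genes detected, and CTL27, the lowest control cell, had 3392. The part of gene detection in these means was not tested. Between the groups, 11 genes were lower with lactate, 6 were higher and 4 had an interval around 0, with a median log2 ratio of -0.36 (95% interval -0.42 to -0.11), the 5.32th percentile of random lists. BMP target genes had the lowest ratios, Id1 at -3.25 (-4.94 to -1.92) from 5 and 46 counts and Id3 at -2.08 (-2.39 to -1.78) with 36.2 against 153 CPM. The BMP mediator Smad5 stood at -1.45 (-2.45 to -0.53), or -3.46 without Lactic29, and Id3 was then at -3.65. Skil, which represses SMAD signalling, was higher at 0.33 (0.14 to 0.53), and the ligand Tgfb1 at 0.69 (0.20 to 1.19). Without the 3 cells with fibroblast markers the median was -0.16, with 3 genes higher and 6 lower, and without 1 cell it ran from -0.47 (without Lactic29) to 0.02 (without CTL28). From such genes and the metabolites of Figure 4E, the paper proposes that distinct metabolic states occurred on the respective trajectories within the same environment.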

The content of glycerophospholipids, such as glycerophosphoinositol (PI), glycerophosphoglycerol (PG), were also increased. As the most abundant lipid class present in cell membranes, PI and PG were especially important for the mitochondrial membrane, which may thus be expected to be the indicator for OXPHOS.^[^ ^14^ ^]^ Along the other trajectory, GO terms, such as “positive regulation of protein ubiquitination”, “endoplasmic reticulum” and “response to insulin”, were present (Figure 4D). In terms of metabolomics, glycolysis‐related metabolites glyceraldehyde 3‐phosphate and lactic acid were enriched (Figure 4E). The above results suggest that distinct metabolic states occurred on respective polarization trajectories within the same environment. It is noted that no significant difference was observed in OXPHOS and glycolytic pathways between the two cell trajectories when analyzing only the transcriptomic data, again indicating the defective mapping relationship between transcriptome and metabolome (Figure S6B,C, Supporting Information). 

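Glycolysis genes were higher in lactate-treated than in control cells. Of 17 genes, 14 were higher, 3 had an interval around 0 and 0 were lower, with a median log2 ratio of 0.41 (95% interval 0.38 to 0.49), the 99.5th percentile of random lists. Hexokinase Hk2 had 89.1 against 20.7 CPM, a ratio of 2.10 (1.70 to 2.53), and phosphofructokinase Pfkl 555 against 210 CPM, a ratio of 1.40 (1.27 to 1.54). Triosephosphate isomerase Tpi1 stood at 1.01 (0.91 to 1.12). Per cell, the mean log2(CPM + 1) of the list ran from 7.86 to 8.86 in lactate-treated cells (mean 8.44) and from 6.69 to 8.48 in control cells (mean 7.55). Nuclear OXPHOS genes leaned lower with lactate, with 20 of 48 lower, 3 higher and 25 around 0 and a median of -0.20 (-0.26 to -0.13, the 5.42th percentile). Among them were the complex I genes Ndufc1 at -0.98 (-1.26 to -0.71) and Ndufs8 at -0.83 (-1.20 to -0.47), while the ATP synthase gene Atp5b lay at -0.12 (-0.23 to -0.02). Their per-cell means ran from 5.34 to 6.43 in lactate-treated cells (mean 6.04) and from 4.63, in CTL27, to 6.69 in control cells (mean 6.14). TCA cycle genes had a median of -0.31 (-0.46 to -0.20), with 12 of 21 lower and 5 higher. Cells were not assigned to trajectories, so the values compare the treatments. By the median of the per-cell CPM the OXPHOS median was -0.32 and by TMM -0.12.

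**Figure D5:**
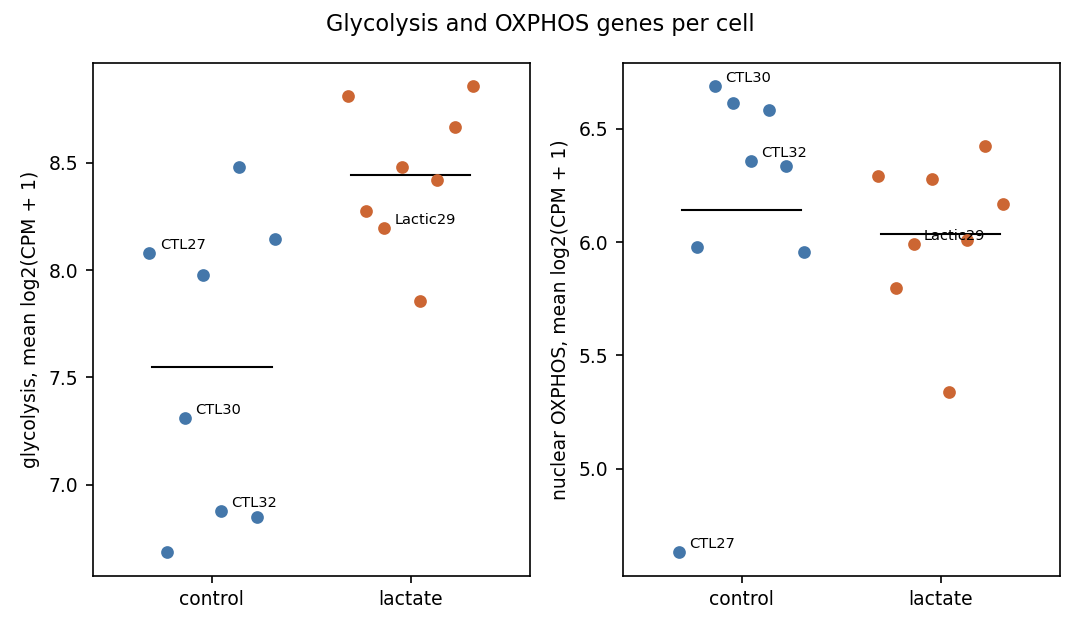
Mean log2(CPM + 1) of the glycolysis genes (left) and the nuclear OXPHOS genes (right) in each control and lactate-treated cell. Each point is 1 cell and the line is the mean of the group, 8.44 in lactate-treated and 7.55 in control cells for glycolysis.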

Although the phenomenon of metabolic coexistence has been inferred in previous single‐cell transcriptomic studies, scMeT‐seq allows the acquisition of such cell state‐corresponding metabolomes, providing the direct read‐out of the metabolomic landscape.

As the progression of pseudotime, the two cell states gradually converged into a cell cluster with altered profiles of transcriptome and metabolome. At the transcriptomic level, GO term “negative regulation of macrophage derived foam cell differentiation” was significantly enriched in this cluster (Figure S6A, Supporting Information). 

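Of 8 lipid genes in Figure 4F, 3 were higher in lactate-treated than in control cells, 2 were lower and 3 had an interval around 0. Abcd2, a peroxisomal transporter of very long-chain fatty acids (chromosome 15 of mm10, 91145871 to 91191799), had 422 against 103 counts, a log2 ratio of 1.99 (95% interval 1.67 to 2.31), with counts in 7 lactate-treated and 3 control cells, and stood at 3.08 without CTL28. Abca5, a transporter of the ABC family, had 42 counts in Lactic28, Lactic33 and Lactic34 and 0 in control cells, at least 13.5-fold higher. Lipoprotein lipase Lpl (chromosome 8, 68880491 to 68907448) had 1111 against 877 CPM, a ratio of 0.34 (0.27 to 0.42). Fasn, fatty acid synthase (chromosome 11, 120805846 to 120824547), was lower at -1.88 (-2.49 to -1.30), with 32 against 114 counts, and the sterol exporter Abcg1 at -0.81 (-1.23 to -0.40). Ratios around 0 were found for the diacylglycerol lipase Daglb at -0.13 (-0.50 to 0.24), for Amacr, of branched-chain fatty acid oxidation, at -0.29 (-0.90 to 0.32) and for Hsd17b7, of cholesterol synthesis, at 0.20 (-0.16 to 0.57). The list median was 0.03 (-0.16 to 0.28), and the study chose the genes on these cells, so they are not independent evidence. The wider list of lipolysis, lipid export and fatty acid oxidation, fixed without these data, had 9 of 20 genes higher, 5 lower and 6 around 0, with a median of 0.18 (0.07 to 0.35, the 90.4th percentile of random lists), or 0.09 without CTL30 and 0.47 without CTL28. Without Lactic34 the ratio of Lpl was -0.45 and that of Abcg1 -1.37, and without CTL33 they were 1.40 and 1.14 and that of Daglb 0.69. Without CTL28 Amacr stood at 1.09, without CTL27 Hsd17b7 at 1.30, without Lactic31 Hsd17b7 at -0.38, and without 1 cell the list median ran from -0.28 (without Lactic34) to 0.91 (without CTL33).

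**Figure D6:**
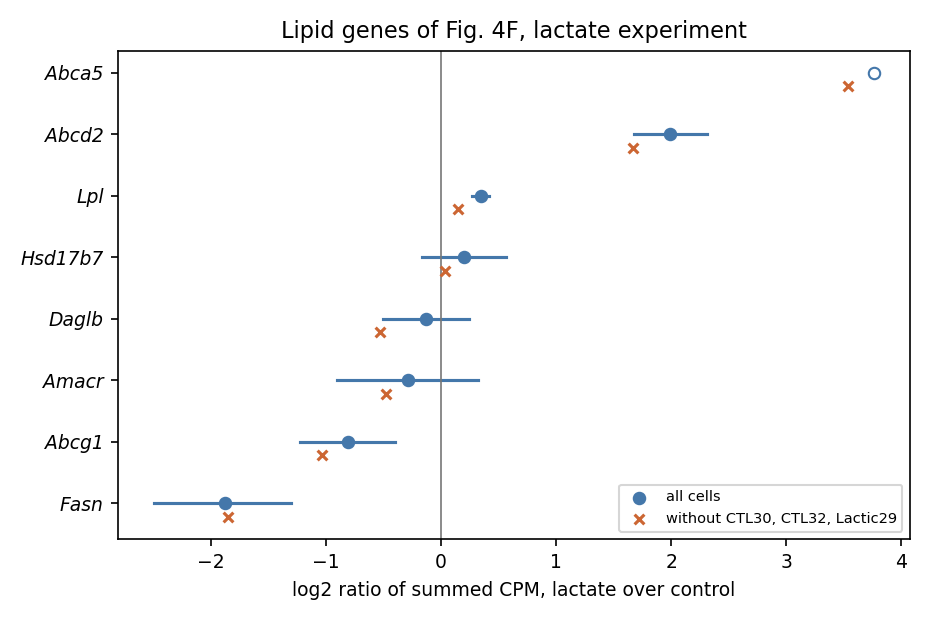
Log2 ratio of summed CPM in lactate-treated (8 cells) over control cells (8 cells) for the lipid genes of Figure 4F. Circles with 95% counting intervals use all cells, the open circle of Abca5 is a lower bound, and crosses leave out the 3 cells with fibroblast markers (CTL30, CTL32 and Lactic29).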

Genes related to lipolysis (*Lpl*, *Daglb*), export (*Abcg1*, *Abca5*), and oxidation (*Amacr*, *Abcd2*) were specifically expressed, while lipid synthesis genes expressed at the two branches of cell trajectories, e.g., *Fasn*, *Hsd17b7*, were downregulated in expression (Figure 4F). The metabolome in this cluster further showed that the OXPHOS‐related metabolites oxoglutaric acid, NAD, and ATP remained at high levels, whereas the level of lactic acid decreased (Figure S6C, Supporting Information). The information of two omics complementarily revealed the predominant role of lipid oxidation in energy supply at this stage. 

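Genes of the anti-inflammatory (M2-like) list were mostly higher with lactate, and single inflammatory (M1-like) genes went both ways. Of 8 measured M2-like genes, 6 were higher and 2 lower, with a median log2 ratio of 0.71 (95% interval 0.47 to 0.91, the 98.2th percentile of random lists). The haemoglobin scavenger receptor Cd163 stood at 1.89 (1.52 to 2.27), with counts in 8 lactate-treated and 4 control cells. The chemokine Ccl17 had 1 against 21 counts, a ratio of -4.44 (-9.81 to -1.80), or -2.56 without CTL31, and the mannose receptor Mrc1 had 0 against 44, at least 15.2-fold lower. M1-like genes had a median of -0.00 (-0.13 to 0.25), with 8 of 18 higher, 5 lower and 5 around 0, but their sum was higher with lactate, at 19894 against 14466 CPM, as was their mean log2(CPM + 1) per cell, at 5.12 against 4.25 (M2-like genes 4.81 against 3.81). Beside the higher interleukin 1 genes the prostaglandin synthase Ptgs2 was lower at -2.43 (-2.89 to -1.98). Nitric oxide synthase Nos2, at -3.95 (-5.30 to -2.86), had its control counts in CTL35 alone, so its direction rests on that cell. Of the 25 immune genes of Figure 4G, chosen by the study on these cells and so not independent evidence, 10 were higher, 9 lower and 6 around 0, with a median of 0.03 (-0.13 to 0.25). The receptor of platelet-activating factor Ptafr stood at 1.67 (1.46 to 1.89), the fusion gene Dcstamp at 3.41 (2.37 to 4.67), or 1.92 without Lactic28, the transcription factor Foxp1 at -0.92 (-1.04 to -0.79), or -0.29 without CTL30, and the complement receptor Vsig4 at -1.40 (-1.89 to -0.93), or 3.89 without CTL34. The mean of the M2-like members was -0.24, on the other side of 0 from their median, and without the 3 cells with fibroblast markers the median was 0.28 (the 76.9th percentile), with 4 genes higher, 2 lower and 2 around 0. Without 1 cell the M2-like median ran from 0.44 (without Lactic27) to 0.94, the M1-like median from -0.21 to 0.47 and that of the Figure 4G genes from -0.60 (without Lactic29) to 0.24.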

Meanwhile, the expression profiles of immune reaction‐related genes also suggested that macrophages were further activated to the suppressive phenotype (M2‐like) that relies mainly on OXPHOS (Figure 4G).

Interestingly, we found a significant increase in the levels of glycine and glycine derivative glyoxylic acid in the terminal state (Figure 4H). The level of glycine has been observed in metabolic disorders associated with insulin resistance, which suggests the potential connection between glycine metabolism and lipid metabolism.^[^ ^15^ ^]^ Taken together, the combination of transcriptome and metabolome provides a more comprehensive inference of metabolic landscape than a single‐omics study: lactate‐treated macrophages select lipid oxidation for energy supply while adaptively diverting glycolysis to amino acid metabolism. Furthermore, the treatment of glycine was previously demonstrated to induce the anti‐inflammatory polarization of macrophage, consistent with the above findings in the cell state‐resolved metabolic analysis.^[^ ^16^ ^]^ Thus, we infer that scMeT‐seq could provide a reference coordinate system for functional phenotyping of metabolomics.

### 2.5 Establishing Predicted Link Between Metabolites and Biological Functions

Metabolite profiling provides direct information on metabolic phenotypes and indirect functional information, based on grouping approaches for whole profiles. However, the functional genomics of individual metabolites remains a major challenge in the interpretation of metabolomic data. Our scMeT‐seq offers an approach to overcome+ the limitation of grouping comparisons and enables the identification of the relationship between the highly dynamic metabolites and the corresponding transcriptome. We integrated the expression matrix of the transcriptome with the quantification matrix of metabolome and conducted the co‐expression network analysis of metabolites and genes. In the constructed network, metabolites were placed in the hub and centered by the correlated genes (**Figure** **5**A, Data S3, Supporting Information). The glycolytic intermediates glucose 6‐phosphate, glycerol 3‐phosphate, and S‐Lactoylglutathione were found to be present within a gene module, which was correlated with biological pathways such as hypoxia‐induced pathway, leukocyte activation, and proliferation (Figure 5B, Data S4, Supporting Information). Unexpectedly, succinic acid, a TCA cycle intermediate, was also clustered with the glycolytic intermediates. Recently, a novel role for succinate outside metabolism has been uncovered to stabilize HIF 1α in activated macrophages.^[^ ^17^ ^]^ In contrast, L‐lactic acid, previously considered to be the end‐product of glycolysis, was otherwise clustered with TCA cycle intermediates (Pyruvic acid, Malic acid, and GSH). In vitro, treatment of primary macrophage with L‐lactic acid resulted in increased mitochondrial oxidation without evidence of hypoxia (Figure 5C,D, Figure S7A, Supporting Information). Taken together, we postulate that the single‐cell metabolite‐gene correlation network may reflect the biological function of metabolites in an unbiased manner, beyond their metabolic aspect.

**Figure 5:**
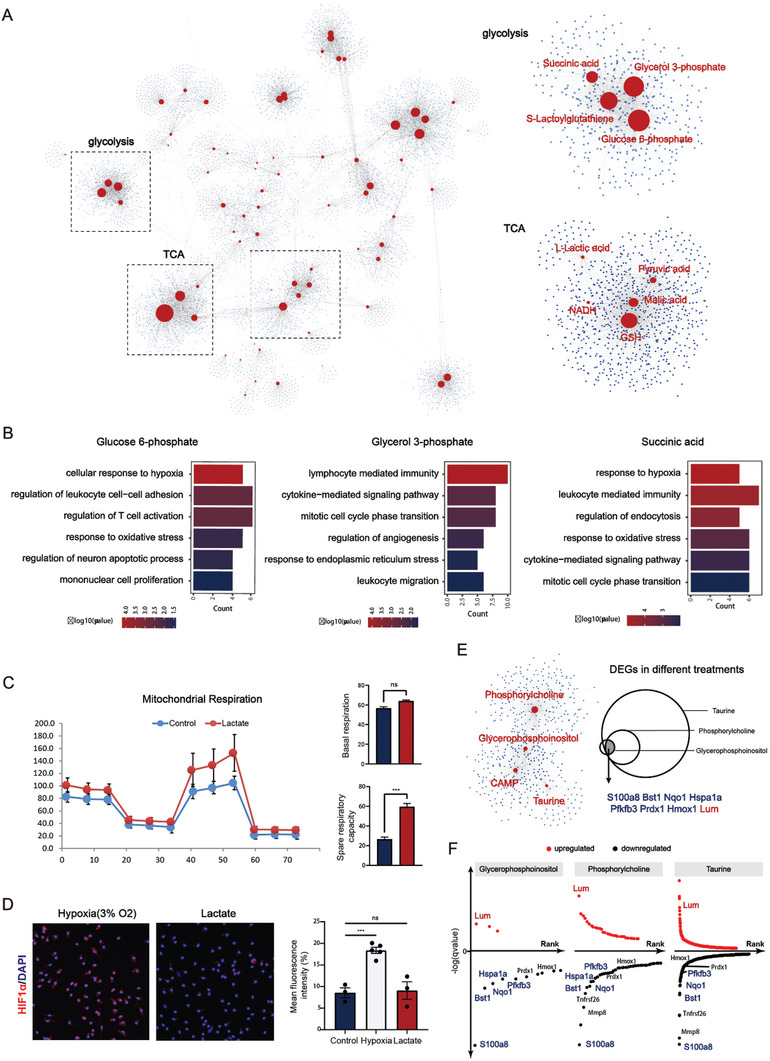
Metabolite‐gene correlation network analysis predicts metabolic functionality. A) The metabolite‐gene correlation network shows different gene modules centered on individual metabolites. Two gene modules are indicated in the association with glycolysis and TCA cycle, respectively. B) GO enrichment of genes correlated with Glucose 6‐phosphate, Glycerol 3‐phosphate, and Succinic acid, respectively, by using the Spearman method. C) Seahorse analysis of mitochondrial respiration of primary macrophages with indicated treatments for 72h. Bar graph showing the differential levels of basal respiration and spare respiratory capacity. D) Representative immunofluorescent images and corresponding quantified mean fluorescence intensity of HIF1a expression in primary macrophages after indicated treatments for 72h. E) The colocalization of metabolites cAMP, glycerophosphoinositol, phosphorylcholine, and taurine within one gene module. F) Dot plot showing the ranking of DEGs of indicated treatments based on *q*‐value.

To demonstrate the predictive role of metabolite function by scMeT‐seq, we selected a gene module containing metabolites with less‐studied biological functions. For instance, cAMP, glycerophosphoinositol, phosphorylcholine, and taurine colocalized within the same gene module. cAMP is a well‐characterized cellular second messenger with a defined role in the resolution of inflammation,^[^ ^18^ ^]^ whereas the effect of other metabolites on macrophage activation remains elusive. To elucidate the effect of these metabolites on macrophages, lactate‐pretreated macrophages were treated with glycerophosphoinositol, phosphorylcholine, and taurine, respectively (Data S5, Supporting Information). DEGs from glycerophosphoinositol and phosphorylcholine treatment largely overlapped with those from taurine treatment (Figure 5E, Figure S7B, Supporting Information). *S100a8* was the most significantly downregulated gene among the DEGs of the three treatments, indicating an anti‐inflammatory effect in activated macrophages.^[^ ^19^ ^]^ The expression of antioxidant genes *Ngo1*, *Prdx1*, and *Hmox1* were collectively downregulated, consistent with the known function of cAMP in promoting mitochondrial dysfunction and oxidative stress (Figure 5F).^[^ ^20^ ^]^ Furthermore, reduced expression of glycolysis‐related genes, such as *Pfkfb3*, *Pkm*, and *Ldha*, was observed compared to the control macrophages. These results suggest that the metabolic transition may be associated with the altered polarization of macrophage.^[^ ^21^ ^]^ Consistent with the above findings from bulk sequencing, the gene network generated from scMeT‐seq showed complete segregation from the glycolysis‐related gene network, but a relatively proximal distance to the TCA‐related gene network (Figure 5A). Taken together, the power of scMeT‐seq is highlighted to generate a testable hypothesis for metabolic functionality.

## 3 Discussion

The investigation of metabolic heterogeneity has grown considerable attractions, which calls for single‐cell‐resolution measurements of metabolic dynamics. However, the approach that bridges the gap between metabolomics and metabolic phenotype at single‐cell resolution is lacking. Here, we reported scMeT‐seq, a method that simultaneously profiles the metabolome and transcriptome in single cells. The data offers crucial insight into the correlations between metabolome and transcriptome. Furthermore, it provides an unprecedented opportunity to investigate the single‐cell metabolite‐gene regulatory network, which bypasses the limitation of comparisons between experimental and control samples that were commonly used in bulk metabolomics analysis. The establishment of metabolite‐gene network may exert a broader implication in linking metabolites to their functions and pathologies, which facilitates future experimental design and the development of druggable small molecules.

Currently, single‐cell metabolic profiling is mainly based on transcriptomic analysis. mRNA abundance was used to predict metabolic enzyme activity and flux via a range of approaches, such as pathway‐based analysis and constraint‐based modeling.^[^ ^4^ ^]^ The mapping from gene expression to metabolism is based on the assumption in metabolism is in a steady‐state versus the related genes that come from prior biological knowledge. However, as revealed in scMeT‐seq, a passive mechanism may take place to maintain metabolic homeostasis upon metabolic perturbation. Previously, metabolomic change was thought to be instantaneous and transient. In this study, by parallelly comparing transcriptome and metabolome at single‐cell pseudotemporal resolution, we uncovered a lagging and stepwise nature in the establishment of metabolomic homeostasis, which leads to an inconsistent relationship between transcriptome and metabolome. Under such circumstances, gene expression fails to reflect the real‐time composition of metabolites. Therefore, the simultaneous information of two omics is indispensable and reciprocal for deciphering a comprehensive landscape of single‐cell metabolism.

Integrative analysis of transcriptome and metabolome conventionally relies on the bulk sample being split in two and subjected to transcriptomic sequencing and metabolite quantification, respectively. However, this approach does not reveal a true correspondence. In addition, intra‐sample heterogeneity is not taken into account, leading to average information that introduces a significant bias in the biological interpretation. Recently, scSpaMet has been developed to incorporate untargeted spatial metabolomics and targeted multiplexed protein imaging in the same tissue, enabling the detection of cell type‐resolved metabolome. Moreover, metabolomic changes along B cell differentiation trajectories could be profiled.^[^ ^22^ ^]^ However, the single‐cell pseudotime construction was based on the prior knowledge of cell identity. When the process of cell differentiation is unknown or the difference in cell state cannot be distinguished with specific markers, targeted multiplexed protein detection showed limited values. In our study, by combining untargeted metabolomics and RNA sequencing at single‐cell resolution, thousands of genes can be obtained for the definition of cell state and function and contribute to the real single‐cell integration of transcriptomic and metabolomic omics, unveiling the cell state‐resolved metabolomics and genome‐wide crosstalk with metabolism.

One major limitation of scMeT‐seq is the low throughput in the implementation of nano‐capillary for cellular sampling, as the sampling is manual. A robotic arm can be utilized in combination with a plate‐based single‐cell scRNA‐seq methodology, which can theoretically be scaled up to hundreds of cells per day. In addition, subject to an extremely low amount of sorted cytoplasm and restricted ionization efficiency, the detected number of metabolites was far less than the detected genes, which overshadows the power of metabolites in the construction of a correlation network. Second, single‐cell bioinformatics of metabolome combined with transcriptome is still in its infancy. Conventionally, gene and metabolite enrichment analysis in tandem, termed sequential analysis, has been performed to analyze the integrative datasets, which inevitably lose the interactive information. For integrative analysis, strategies are established in the integration of multi‐omics inputs into a single dataset and then canonical correlation analysis is widely applied. However, it is criticized that the analysis is performed in a univariate way and ignores the dependence between metabolites.^[^ ^23^ ^]^ To achieve a global view of the metabolic network, the knowledge of the topology and stoichiometry of the metabolic network can be translated into mathematical models and allows a structural analysis of the metabolic network.^[^ ^24^, ^25^ ^]^ Currently, scRNA‐seq has been used as input for this approach, but the simultaneous input of more omics, such as scMeT‐seq data, will limit the solution space of constraint‐based metabolic models with greater accuracy.

## 4 Conclusion

In summary, we have developed a novel method to detect simultaneous dynamics of metabolome and transcriptome at single‐cell resolution. The established scMeT‐seq fills an important yet empty niche in the field of SCM by linking the metabolic status with a biological phenotype of individual cells. Our approach has documented previously uncharacterized patterns of metabolomic and transcriptomic variations. The simultaneous depiction of cellular states has led to a more comprehensive understanding of metabolism–transcriptome crosstalk. The cross‐omics data will likely pave the way for the identification of novel mechanistic and therapeutic insight into human diseases.

## 5 Experimental Section

### Cell Culture and Treatment

Primary peritoneal macrophages were isolated from 6‐month‐old male mice C57BL/6. The mice were euthanized, and the peritoneal cavity was injected with 7 mL precooled PBS supplemented with 3% fetal bovine serum (FBS, SenBeiJia). The isolation media was drawn back 30 min after injection through a 10 mL syringe equipped with a 25 g needle. The isolation media was centrifuged, and erythrocytes were lysed by the addition of RBC lysis buffer (Beyotime). The erythrocyte‐free peritoneal cells were resuspended in DMEM media (Gibco) supplemented with 20% FBS, 1 mm L‐glutamine (Gibco), 1% penicillin‐streptomycin (Gibco) and incubated at 37 °C and 5% CO2 for 24 h. After 24 h incubation, non‐adherent cells were removed by repeated flushing of the flasks with culture medium to obtain pure peritoneal macrophages. For in vitro treatment, primary mouse macrophages were treatments with 10 mm lactate (Sigma–Aldrich), 300 nm AZD3965 (MedChemExpress), 100um glycerophosphoinositol (EchelonBioscience), 100um phosphorylcholine (MedChemExpress), or 80 mm Taurine (MedChemExpress) for 72 h. To evaluate the effects of hypoxia, cells were incubated in normoxic conditions (21% O2) or 3% O2.

### Procedures of the scMeT‐seq platform

Borosilicate glass capillary (BF100‐58‐10, o.d. 1.00 mm, i.d. 0.58 mm) was purchased from Sutter Instrument (CA, USA). The capillaries used in the experiments were drawn using P‐2000 laser puller (Sutter Instrument, CA, USA). The opening of the capillary for single‐cell metabolome analysis was ≈300 nm, for single‐cell transcriptome analysis, was ≈9 µm. The capillary was connected to an air pumping device and then fixed at the InjectMan4 micromanipulator (Eppendorf, Germany) coupled with an IX51 microscope (Olympus, Japan). First, 300 nm nanocapillary filled with 10 µL ultrapure water was fixed at the micromanipulator to sample cell components for single‐cell metabolome analysis, after sampling, the nanocapillary was removed for mass spectrometry analysis. Then 9 µm microcapillary filled with 6 µL lysis buffer (2.5 mM dNTP, 2.5µM dT30VN oligo, 0.1% Triton‐X‐100 and 4U Recombinant ribonuclease inhibitor) was fixed at the micromanipulator to extract the same intact cell for single‐cell transcriptome analysis, after the extraction, the lysis buffer mixed with an intact cell was transferred to an EP tube for subsequent analysis by the air pumping device.

### MS Analysis

The 300 nm nanocapillary mentioned above with a metal wire inside was placed 1.5 cm away from the ESI source of G6530B Q‐TOF mass spectrometer (Agilent, CA, USA). 3500 V voltage was set at the metal wire. Using negative ion acquisition mode. The drying temperature was 300 °C. The drying gas flow rate was 2.0 L min^−1^. The MS scan range was set as 50–1000 m/z and the scan speed was set as 1 scan s^−1^.

### Metabolite Annotation and Analysis

The MS raw data (. d) were imported into Agilent MassHunter Quantitative Analysis Software (B.06.00) for analysis. The m/z and intensity value (>500 counts) of selected scans were exported to perform metabolite annotation and analysis. The metabolites were annotated based on MS/MS fragmentation information or primary mass spectrometry accurate mass, which was matched with the Human Metabolome Database (HMDB; https://hmdb.ca/spectra/ms_ms/search). The mass deviation was set lower than 30 ppm. The processed metabolite data were input into MetaboAnalyst (https://www.metaboanalyst.ca/faces/home.xhtml) for statistical analysis.

### scRNA‐Seq Library Preparation

The scRNA‐seq library was constructed following a modified Smart‐seq2 protocol.^[^ ^26^ ^]^ In detail, 4ul lysed sample was incubated at 72 ℃ for 3 min. The first‐strand cDNA was reverse‐synthesized using oligo(dT) and template‐switching oligonucleotides. The synthesized first‐strand cDNAs were amplified by 20 cycles. After purification, 0.1 ng of cDNA was used for Nextera tagmentation (Illumina) and library construction. Sequencing was then performed on Illumina HiSeq 4000.

### scMeT‐seq Data Processing and Analysis

Single‐cell samples were consolidated and subjected to sequencing on the Illumina Novaseq 6000 platform, targeting an average of 3 million reads per library in a paired‐end 150‐bp format. The raw sequencing data underwent demultiplexing and were subsequently processed with the fastp software (version 0.20.0) for quality trimming. The quality‐trimmed reads were then aligned to the mouse reference genome mm10 using the HISAT2 aligner (version 2.1.0) with standard settings. The counts of reads per gene were quantified utilizing the StringTie package. The processed data matrix was imported into Seurat (version 4.0). The transcriptome matrix was taken as input and then scaled it before using dimensionality reduction techniques. Next, PCA was performed on the scaled data and the top principal components were selected to preserve biological variation and remove technical noise. The quality‐controlled metabolic matrices were added to the new assay and performed data standardization and normalization. A graph‐based clustering method was used to cluster macrophages. Gene sets were selected in GSEA (https://www.gsea‐msigdb.org/gsea/index.jsp) and the pathway activity of the cells was accessed using the GSVA method.^[^ ^27^ ^]^ The pathway matrix and the normalized metabolome matrix were combined, correlation between pathways and metabolites was calculated using the Spearman method, and the results were visualized by scatter plot in ggplot2. Based on the grouping information, the Wilcoxon rank sum test was performed using the FindMarkers function. Genes with |LogFC|>0.25 and *p* < 0.05 were considered as signature genes. This threshold was chosen to balance sensitivity and specificity in detecting biologically meaningful differences. Due to the small sample size in the study, employing multiple testing corrections would significantly reduce the statistical power. The results were visualized by volcano plots of ggplot2. The Monocle2 package was used to analyze macrophage trajectories. The transcriptome and metabolite matrices were imported into Monocle and the feature genes and metabolites were used to sort the pseudotemporal trajectories of the cells. The “DDRTree” was applied to reduce the space to two dimensions and the trajectories in the reduced dimensional space were visualized using the function “plot_cell_trajectory”. Cells were divided into three states based on the trajectories, and Gene Ontology (GO) enrichment analysis was performed for the differentially expressed genes of each state using the ClusterProfiler package. The GENIE3 (https://bioconductor.org/packages/release/bioc/html/GENIE3.html) package was used to analyze the metabolite‐gene covariance network. The merged matrix of bi‐omics was imported and functional enrichment analysis was performed for the genes in the three selected modules using the above software and visualized them by bar plot of ggplot2. The schematic was drawn by the BioRender Graphics Tool (http://BioRender.com).

### Immunofluorescence Staining

For immunofluorescence staining, cells were harvested at 72 h post different treatments. Macrophages were fixed with 4% PFA (Servicebio) at 4 °C for 15 min and then washed with PBS 3 times (5 min time^−1^). These cell‐culture treated coverslips were subsequently incubated with primary antibodies HIF1α (dilution: 1:200, Cat. # ab179483, Abcam) at 4 °C overnight, and corresponding fluorescence‐conjugated secondary antibodies (dilution: 1:1000, abcam) at room temperature for 1 h. Cell nuclei were stained with DAPI (Sigma–Aldrich). Fluorescence was observed using a Leica microscope (THUNDER DMi8). For cell viability assay, post‐operative cells were incubated with 10µM fluorescein diacetate (Sigma) for 5 min. The plate was then detected by a fluorescence microscope (Ex. 488 nm).

### Seahorse Extracellular Flux (XF) Analysis

Primary peritoneal macrophages were seeded into XF96 cell culture microplates (Seahorse Bioscience) and stimulated with lactate, AZD3965, or culture medium as a negative control for 72 h. OCRs and ECARs were quantified using the XF96 instrument (Seahorse Bioscience) according to the manufacturer's protocol. Specifically, the assay medium was unbuffered RPMI‐1640 supplemented with 10 mM glucose, 1 mM pyruvate, and 2 mM L‐glutamine, pH7.4. The measurements were performed at 4.5‐min intervals (30s mixing, 1 min recovery, 3 min measuring) for 1.5h. Baseline OCR and ECAR, and their response to the indicated compounds (2.5 µM oligomycin, 1.5 µM FCCP, 500 nM rotenone, 500 nM antimycin and 50 mM 2‐deoxyglucose (2‐DG)) were determined.

### Bulk RNA Sequencing and Analysis

Total RNA was extracted using TRIzol reagent (Invitrogen, CA, USA) according to the instructions, and RNA purity and quantification were determined using the NanoDrop 2000 spectrophotometer (Thermo Scientific, USA), and assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). CA, USA) to assess RNA integrity. Transcriptome libraries were constructed using the VAHTS Universal V6 RNA‐seq Library Prep kit according to the instructions. Transcriptome sequencing and analysis were performed by OE Biotech Co., Ltd. (Shanghai, China). The libraries were sequenced using the llumina Novaseq 6000 sequencing platform, and 150 bp paired‐end reads were generated. fastp software was used to process the raw reads in fastq format, and clean reads were obtained after removing the low‐quality reads for subsequent data analysis. The clean reads were mapped to the mm10 using HISAT2. FPKM of each gene was calculated and the read counts of each gene were obtained by HTSeq‐count. Differentially expressed genes were analyzed using DESeq2 software, where genes that met the thresholds of *q*‐value < 0.05 were defined as DEGs.

### Statistical Analysis

Statistical analyses were performed with the GraphPad Prism (GraphPad Software). A *p*‐value of less than 0.05 was considered statistically significant. Comparisons between the two groups were performed using an unpaired Student's *t*‐test. Comparisons between multiple treatment groups and a control group were performed using one‐ or two‐way ANOVA with post hoc Tukey's multiple comparison test.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

X.M., D.X., M.X. contributed equally to this work. X.M., D.J., and S.Y. designed the research. D.X., Y.G., L.T., C.L., and W.L. carried out experiments. X.M., D.X., M.X., and R.X. performed data analysis. X.M., Q.L., D.J., and S.Y. wrote the manuscript.

## Supporting information

Supporting Information

Supplemental Movie 1

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

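RNA sequencing libraries of 35 single cells labelled peritoneal macrophages were analysed: 8 lactate-treated and 8 control cells of the lactate experiment, 5 lactate+AZD and 5 lactate cells of the AZD3965 experiment, and 4 scMeT-seq and 5 whole cells of the technique comparison. The authors trimmed the reads with fastp, aligned them to mm10 with HISAT2, assigned them to genes with StringTie and deposited whole-number counts without normalization. The deposited counts carry no molecular identifiers, so amplified copies of a molecule are counted separately. The AZD3965 table lists 35624 gene symbols without gene identifiers, and coordinates of named genes were taken from GENCODE M21 (GRCm38).

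CPM, log2 ratios, shares and correlations were computed here from the counts deposited by the authors, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. For TMM factors, edgeR 4.0.16 in R 4.3.3 was used. Counts of a gene were summed over the cells of a group, and the log2 ratio of the 2 CPM values was given with an exact conditional binomial 95% interval. Genes with fewer than 10 counts over both groups were left out, which kept 11506, 8764 and 9723 genes in the lactate, AZD3965 and technique comparisons. A sum of 0 was set to a floor of 3 counts. No test over cells was run, because the animal and culture of each cell are not stated and each condition therefore counts as 1 sample. Cells are read as cells of 1 sample, and ranges over cells are descriptions.

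In all, 37 gene lists were fixed before the data were examined, together with the comparisons, filters and most alternatives, and 3 comparisons were made. Lists with 3 or more measured genes numbered 31, 30 and 29 in the lactate, AZD3965 and technique comparisons. The median log2 ratio of each list was placed among 10000 random lists drawn from 20 bins of mean expression (seed 20240611), and its interval came from 1000 Poisson resamples of the counts. Of these lists, 6, 8 and 4 lay outside the 2.5th to 97.5th percentiles. Fibroblast markers were among them in each comparison. With AZD3965 they also included mesothelial, B cell and small peritoneal macrophage markers and the genes of Figures 3A and 4F. The study chose the genes of Figure 3A on these same cells. The only pathway lists among the 8 were ER stress and immediate early and heat shock genes. Named genes are those the paper names, the 2 to 4 members of each described list with the largest counts or ratios, the first 20 rows of the bulk table, and the 10 highest and 10 lowest ratios among genes with at least 50 CPM in the higher group, counts in at least 50% of its cells and no cell with over 50% of its CPM, without predicted genes. The values in the paper's tables count as seen. Other list members in the text were chosen after their values were seen.

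The intervals were tested on simulated data with the group totals of each comparison. They held the true value for 96.2, 96.6 and 96.0% of unchanged genes in the lactate, AZD3965 and technique comparisons. The intervals allow for counting error only. These rates and those below therefore cannot show how the intervals hold with amplified copies or differences between real cells. The same limit applies to the count pattern of the AZD3965 table. For genes simulated at a log2 ratio of 1 the interval lay on the right side of 0 in 86.9, 57.7 and 74.0% of cases, and at a log2 ratio of 2 in 95.9, 93.4 and 97.9%.

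Alternatives were the mean and the median of per-cell CPM, TMM, the LogNormalize scale of Seurat, a filter of 100 counts and no filter, the mean in place of the median of a list, a detection limit of 5 counts, all 5 whole cells, cells matched by number or by the letter of their name, and each cell left out in turn. Cells whose markers of another type exceeded the macrophage markers were also left out. Chosen after the data had been seen were leaving out the cells whose fibroblast or mesothelial markers reach 10% of the macrophage markers, and thinning each cell of the technique comparison to the smallest total. Pseudotime, gene set variation scores and regulatory networks were not recomputed, and the metabolomes were not analysed here. Results of 3 single genes are not reported here.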

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

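A cell is listed here when its gap to the nearest cell of its group exceeded Dixon's 95% critical value, which chance alone reaches in about 1 in 20 groups. Of 49 groups examined, 8 did so. Control cell CTL32 had macrophage markers at a log2(CPM + 1) of 10.277, with the next control cell at 15.186. Lactic29 had macrophage markers at 15.391 (next 15.928), mesothelial markers at 5.9592 (next 1.7342) and a position on PC 1 of 90.215 (next 10.825). Lactic31 stood at 62.798 on PC 2, with the next lactate-treated cell at -7.3821. CTL27 had a mean log2(CPM + 1) of nuclear OXPHOS genes of 4.6308 (next 5.9586). Among AZD3965 cells, W14 had mesothelial markers at 11.075 and the other lactate+AZD cells at 0, and W20 had them at 4.2858, from 3 counts, and the other lactate cells at 0. The paper does not discuss mesothelial transcripts, which took 2156.8 CPM in W14 and at most 18.505 CPM in the other cells of that experiment.

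Of the tests below, the first had its prediction written before the result was seen, and the last 2 had theirs written afterwards. The paper's table lists Col1a1 in more control than lactate-treated cells, and fibroblasts or mesothelial cells among the cells were a candidate explanation. Fibroblast markers reached 3937.1% of the macrophage markers in CTL32. Col1a1 itself gave 24180 of their 48824 CPM, so this restates the observation in part. The rest came from other fibroblast markers, and 18 of the 20 had a count in CTL32. That rest also exceeded the 1240 CPM of macrophage markers in this cell. Col1a1 had counts in 5 control cells and 1 lactate-treated cell, with a log2 ratio of -2.69 from the summed CPM, -0.01 without CTL32 and -6.18 by the median of per-cell CPM, so CTL32 holds most of the counts but does not account for the number of control cells, which is left open. What kind of cell CTL32 is was not tested.

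Glycolysis genes had a higher median in lactate-treated cells, and the 3 cells with fibroblast markers, CTL30 and CTL32 of the control and Lactic29 of the lactate-treated cells, were a candidate explanation. Without all 3 the median was 0.3833 (0.41 with them) with its interval above 0, so these cells are not the whole cause. Leaving out the 2 control cells alone was not tried. Lactate treatment, the biological explanation, cannot be separated from differences between single cultures.

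Cell cycle genes had a lower median in lactate-treated cells, and the same 3 cells of both groups might account for it. Without all 3 the median went from -2.38 (-2.88 to -1.85) to -0.77173, the 6.84th percentile of random lists, with its interval (-1.45 to -0.36) below 0, which meets what was written against these cells as the whole cause. The explanation is left open because the median no longer lay outside the range of random lists, a rule set after the values were seen. The median was -1.80 without CTL30 alone and -2.35 without CTL32 alone.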

How the results depend on the processing

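The results discussed here were chosen after values were seen, so that unstable ones are not left out. Log2 ratios are medians of lists unless stated, and where a cause is not given, the cause was not tested.

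Genes detected per scMeT-seq cell numbered 6116.8 at 5 counts or more. Glycolysis genes in the lactate comparison kept their direction, at 0.37 by the mean of per-cell CPM, 0.52 by the median, 0.49 by TMM, 0.29 by LogNormalize, 0.36 without CTL32 and 0.56 as the mean of members. OXPHOS was -0.32 by the median of per-cell CPM, -0.12 by TMM and -0.082 by LogNormalize. The M2-like list was 0.41 by the median, 0.13 by LogNormalize, -0.24 as the mean of members and 0.28 without cells with fibroblast markers. TGFβ and BMP was -0.087 by LogNormalize, -0.10 at 100 counts or more and -0.45 as the mean of members. Cell cycle was 0.00 by the median, -0.16 by LogNormalize, -1.41 at 100 counts or more and -0.77 without cells with fibroblast markers. Figure 4F was 1.11 by the median, 0.40 as the mean of members and -0.22 without those cells. With AZD3965, glycolysis was -0.30 by the median and -0.18 by TMM, sterol synthesis -0.67 by the median, -0.37 at 100 counts or more and -0.92 without W14, and inflammatory genes -1.19 at 100 counts or more. ER stress was 0.13 by the median, -0.45 by LogNormalize and -0.37 within the letters. Figure 3E was 0.30 by the mean of per-cell CPM, 0.00 by the median, 0.092 by LogNormalize and -1.36 without W14.

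Without 1 cell, glycolysis ran from 0.34 to 0.53, OXPHOS from -0.29 to -0.13, M2-like from 0.44 to 0.94, TGFβ and BMP from -0.47 to 0.018, cell cycle from -2.61 to -1.80, Figure 4F from -0.28 to 0.91 and Figure 4G from -0.60 to 0.24 in the lactate comparison. With AZD3965, glycolysis ran from -0.10 to 0.14, sterol synthesis from -0.92 to 0.51, inflammatory from -0.54 to 0.17, ER stress from -0.97 to 0.21, apoptosis from -0.11 to 0.63 and Figure 3E from -1.36 to 1.12.

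Cells of the 2 lactate groups share only a number. With cells paired by number (replicate block), glycolysis was 0.58, cell cycle -0.63 and Figure 4F 0.59. Of 7 pairs, 0 correlated over 0.1 and 1 cell correlated best with its own number.

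Of 27 lists, 4 of them from the paper's figures, the median turned direction or reached 0 in 5 by the median of per-cell CPM, 1 by LogNormalize and 6 without cells with fibroblast markers in the lactate comparison, in 19, 6 and 10 in that order with AZD3965 (the last without W14), and in the technique comparison in 10 by the median of per-cell CPM and in 8 with all 5 whole cells. At 100 counts or more, 22 lists with AZD3965 and 25 in the technique comparison kept enough genes for a value. TMM shifts every ratio of a comparison alike. Of 745 other values, 303 stayed within their spread by LogNormalize and 298 by the median of per-cell CPM.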

Differences from the paper's values

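The legend of Figure 4 gives 7 control cells, and 8 control cells are deposited. Detection fractions and fold changes of the 1995 matched genes of the lactate comparison in Data S1 were reproduced with all 8, CTL32 among them. The part of that table that was read therefore left out no control cell. No log2 fold change of a named gene in the paper's Data S1 differed from the value computed on the scale of that table. That scale is LogNormalize in the technique and AZD3965 comparisons, where all 1998 matched genes were equal within 0.0006, and the ratio of mean raw counts in the lactate comparison, where all 1995 were, within the same tolerance. Data S1 was read for its first 1999 rows per comparison. The sign of its fold change differed from that of the summed CPM in 103, 55 and 80 genes of the technique, AZD3965 and lactate comparisons. Its p-values take cells as replicates, and every adjusted p-value read equals 1.

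In the paper, inflammatory genes are higher at the end of pseudotime after AZD3965, a position that was not recomputed. Between the treatments the inflammatory list had a median log2 ratio of -0.17, with 5 of 12 genes higher and 4 lower, and Tnf was at least 7.03-fold higher. The paper places Abcg1, Daglb and Amacr with the genes specific to the converged lactate-treated cells and Hsd17b7 with the lower genes. Between lactate-treated and control cells, a wider grouping, Abcg1 had a ratio of -0.81, and Daglb, Amacr and Hsd17b7 had intervals around 0. Abcd2, Abca5 and Lpl were higher and Fasn was lower, as in the paper. Without Lactic34 Lpl was at -0.45, and without CTL33 Abcg1 was at 1.14, so the direction of each rests on 1 cell.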

Other observations

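Hypoxia genes were higher in lactate-treated than in control cells, with a median log2 ratio of 0.49 (95% interval 0.34 to 0.75, the 99.2th percentile of random lists) and 9 of 16 genes higher and 1 lower. Pdk1, which restrains entry of pyruvate into mitochondria, stood at 2.64 (2.27 to 3.04), and Vegfa, an angiogenic factor, at 2.28 (1.94 to 2.63). The hypoxia median ran from 0.32 (without Lactic34) to 0.95 (without CTL35) when 1 cell was left out. The paper reports more mitochondrial oxidation after lactate and no evidence of hypoxia, from respiration and HIF1α staining (Figure 5C and D). Those are measures of function and protein, whereas the values here are transcript shares. All 13 mitochondrially encoded genes were lower with lactate, with a median of -0.92 (-0.98 to -0.76), and mt-Cytb lay at -1.44. The median was -0.53 without CTL30 and -0.86 without the 3 cells with fibroblast markers. CTL30 and CTL31 held 13103 and 12386 of the 50080 control counts of these genes. Their share ran from 0.534 to 1.70% in the other control cells and from 0.529 to 2.26% in lactate-treated cells. Leaving out CTL30 and CTL31 together was not tried. Cell cycle genes were lower, with a median of -2.38 (-2.88 to -1.85) and 13 of 14 lower. The proliferation marker Mki67 had 0 against 49 counts, at least 16.9-fold lower, and Cdk1 had 1 against 38, a ratio of -5.29 (-10.64 to -2.73). The cell cycle median was -0.77 (the 6.84th percentile) without the 3 cells with fibroblast markers. Of the 14 genes, 7 were then lower, 1 was higher and 6 were around 0. Antioxidant genes had a median of 0.19, pentose phosphate genes of 0.26, handling stress genes of 0.38, apoptosis genes of 0.22, lactate transport genes of 0.09, interferon genes of -0.20, sterol synthesis genes of -0.23, fatty acid synthesis genes of -0.24, ER stress genes of -0.25 and nucleotide synthesis genes of -0.37. Large and small peritoneal macrophage markers lay at 0.06 and 0.63, and B cell, neutrophil and dendritic cell markers (3 genes each) at 0.08, 0.54 and -1.05. CTL32 held 22272 CPM of large peritoneal macrophage markers beside 1240 CPM of macrophage markers, so this list was not specific to macrophages there. Its median was 0.42 without CTL32 (the 97.1th percentile) and -0.05 without CTL28. The genes of Figures 3A and 3E lay at 0.43 and 0.26. Without the 3 cells with fibroblast markers, ER stress genes lay at 0.21, nucleotide synthesis genes at 0.34, apoptosis genes at -0.01, lactate transport genes at -0.11 and the genes of Figure 3E at -0.02. B cell, neutrophil and dendritic cell markers then lay at 1.14, -0.46 and -1.85. The medians of interferon, sterol synthesis, handling stress, nucleotide synthesis, ER stress, apoptosis and lactate transport genes and of large peritoneal macrophage markers crossed 0 without 1 cell or another. Leaving out CTL30 took the antioxidant median to 0.02 and the pentose phosphate median to 0.11. The fatty acid synthesis median was -0.02 without CTL33, and that of Figure 3A was 0.07 without Lactic30.

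With AZD3965, ER stress genes were lower, with a median of -0.82 (-1.02 to -0.55) and 9 of 14 lower and 1 higher. The chaperone Hspa5 stood at -1.47, but at 0.34 without lactate cell W20, and the list median was then 0.21. Immediate early and heat shock genes were higher at 0.72 (0.50 to 1.09), with 7 of 11 higher, and Fos stood at 2.24 (1.51 to 3.03), and the median ran from 0.42 (without F8) to 1.37 (without T11). Other medians were 2.36 for the genes of Figure 3A, -0.82 and 0.58 for those of Figures 4F and 4G, 0.56 for hypoxia, -0.32 for interferon, -0.28 for M2-like, -0.17 for antioxidant, 0.25 for TGFβ and BMP, 0.25 for lactate transport, 0.17 for pentose phosphate, 0.14 for lipolysis and fatty acid oxidation, -0.12 for mitochondrially encoded and 0.05 for cell cycle genes. Large and small peritoneal macrophage markers lay at 0.50 and 3.23, mesothelial markers at 4.53 and B cell markers at 3.18. The large peritoneal macrophage median ran from 0.10 (without T13) to 0.93 (without T11). It was 0.18 without W14, which held 15557 CPM of these markers. Of the small peritoneal macrophage markers, W10 held 121 counts and the other lactate+AZD cells at most 11 each, and the measured B cell markers summed to 49 against 48 counts. Without W10 the hypoxia median was 0.17, without T10 that of Figure 4G was 0.10, and that of Figure 4F ran from -1.44 (without T10) to -0.47 (without W10). Without W14, TGFβ and BMP lay at -0.05, M2-like at 0.05, antioxidant at 0.04 and cell cycle genes at -0.29. The medians of interferon, lactate transport, pentose phosphate, lipolysis and mitochondrially encoded genes crossed 0 without 1 cell or another.

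In scMeT-seq over whole cells the other medians were 0.44 for interferon, -0.49 for apoptosis, -0.37 for handling stress, -0.22 for ER stress, -0.24 for lactate transport, -0.18 for pentose phosphate, -0.04 for TCA cycle, 0.14 for sterol synthesis, 0.08 for fatty acid synthesis, 0.06 for lipolysis and fatty acid oxidation, -0.13 for nucleotide synthesis, 0.10 for M1-like, 0.20 for M2-like, -0.08 for antioxidant, 0.14 for TGFβ and BMP and -0.10 for cell cycle genes. Large and small peritoneal macrophage, fibroblast and dendritic cell markers lay at 0.04, -0.70, -3.15 and -2.22, and the genes of Figures 3A, 3E, 4F and 4G at -0.54, -0.21, 0.35 and -0.05. The fibroblast median rests on 4 genes with 100 against 275 counts and was -0.97 without Lactic5. Apart from fibroblast and nucleotide synthesis, ER stress, apoptosis, pentose phosphate, interferon and Figure 3A, each of these medians with a leave-out value crossed 0 without 1 cell or another. Of those that did not, ER stress was -0.055 without Lactic5 and pentose phosphate -0.039 without Lactic7. Interferon ran from 0.28 (without Lactic14) to 1.03 (without Lactic5), and nucleotide synthesis from -0.43 (without Lactic14) to -0.049 (without Lactic13).

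Loss of mitochondrial transcripts with the sampled cytoplasm was a candidate explanation for a difference between the techniques, with its prediction written before the result was seen. The mitochondrial share of the summed counts was lower by 0.035425 percentage points after scMeT-seq (-0.035425), at 0.515 against 0.551%. The direction turned when 1 cell was left out. Without Lactic7 the whole cells had 0.492%, and without Lactic16 the scMeT-seq cells had 0.581%. The cells of the techniques also overlap, which leaves the explanation open.

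Among 536 genes with at least 300 counts in the AZD3965 table, a minimum chosen after the data were seen, 17 (3.17%) were listed at 0 in all 25 cells of the other experiments, among them B2m (3401 counts in the AZD3965 table), Anxa1 (1621) and Hif1a (301). Even numbers made up 46.1, 42.6 and 55.2% of the counts from 1 to 20 in the lactate, technique and AZD3965 experiments.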
